# Synergy of NUP98-HOXA10 Fusion Gene and NrasG12D Mutation Preserves the Stemness of Hematopoietic Stem Cells on Culture Condition

**DOI:** 10.3390/cells8090951

**Published:** 2019-08-22

**Authors:** Yong Dong, Chengxiang Xia, Qitong Weng, Tongjie Wang, Fangxiao Hu, Kaitao Wang, Xiaofei Liu, Yang Geng, Lijuan Liu, Hongling Wu, Juan Du

**Keywords:** NUP98-HOXA10HD, NrasG12D, hematopoietic stem cells

## Abstract

Natural hematopoietic stem cells (HSC) are susceptible and tend to lose stemness, differentiate, or die on culture condition in vitro, which adds technical challenge for maintaining *bona fide* HSC-like cells, if ever generated, in protocol screening from pluripotent stem cells. It remains largely unknown whether gene-editing of endogenous genes can genetically empower HSC to endure the culture stress and preserve stemness. In this study, we revealed that both NUP98-HOXA10HD fusion and endogenous Nras mutation modifications (NrasG12D) promoted the engraftment competitiveness of HSC. Furthermore, the synergy of these two genetic modifications endowed HSC with super competitiveness in vivo. Strikingly, single NAV-HSC successfully maintained its stemness and showed robust multi-lineage engraftments after undergoing the in vitro culture. Mechanistically, NUP98-HOXA10HD fusion and NrasG12D mutation distinctly altered multiple pathways involving the cell cycle, cell division, and DNA replication, and distinctly regulated stemness-related genes including *Hoxa9*, *Prdm16*, *Hoxb4*, *Trim27*, and *Smarcc1* in the context of HSC. Thus, we develop a super-sensitive transgenic model reporting the existence of HSC at the single cell level on culture condition, which could be beneficial for protocol screening of *bona fide* HSC regeneration from pluripotent stem cells in vitro.

## 1. Introduction

Single cell transplantation of fresh wild type hematopoietic stem cells (HSC) can successfully repopulate multi-lineage hematopoiesis in myeloid-ablated mice [1,2,3]. However, the success rates of engraftment remained low in recipients when using 1% donor cell contribution as a readout of successful engraftment. In addition, unlike induced pluripotent stem cells, which can be reported by the OCT4 gene reporter, currently, there is no single gene acting as a reporter that can robustly mark bona fide HSC in vitro. Various functional tests for HSC have been developed [3]. However, it is still necessary to produce genetically enhanced HSC for a more sensitive stemness-readout of HSC in vitro.

Natural HSC tend to lose their stemness, differentiate to lineage offspring, or die on the condition of in vitro culture stress. Although there have been many reports that HSC proliferated in vitro in the presence of certain cytokines, chemical compounds, and feeder cells [4,5,6,7,8], the clinical application of in vitro expanded HSC for disease treatment is still lagging behind. Alternative resource of HSC, such as induced HSC from induced pluripotent stem cell (iPSC), is urgently needed for universal clinical applications. Among various technical challenges, a sensitive reporting system of bona fide HSC is essential for large-scale screening approaches to regenerate induced HSC in vitro from iPSC.

*Hoxb4* has been reported to be the key element in HSC stemness and was used to mediate pluripotent stem cell differentiation toward HSC [9,10]. Since NUP98-HOXA10 was reported to expand HSC more efficiently than HoxB4 and the leukemogenic effect and HSC-expanding effect of NUP98-HOXA10 fusion protein can even be separated by a new artificial fusion form of NUP98-HOXA10HD [8]. Moreover, we and others previously reported that the mutant NrasG12D HSC showed a competitive engraftment advantage [11]. However, whether NUP98-HOXA10HD and NrasG12D represent ideal genetic modification to sensitively report the existence of HSC on a culture condition requires further study.

In this study, we compared the effects of the NrasG12D mutation and the NUP98-HOXA10HD fusion gene on the engraftment competitiveness of HSC and their combinative role in preserving the stemness of HSC after in vitro culture stress. Despite that both the NUP98-HOX10HD fusion gene and the NrasG12D mutation enhance the competitiveness of HSC engraftment, they employ distinct signaling mechanisms and the synergy of these two factors result in super competitiveness in vivo in modified HSC (NAV-HSC). The single NAV-HSC preserved their stemness after a 10-day feeder-free culture in vitro and showed robust multi-lineage engraftments in vivo upon transplantation. Thus, we developed a super-sensitive model reporting the existence of HSC at the single cell resolution, which is beneficial for protocol screening of *bona fide* HSC regeneration from pluripotent stem cells in vitro.

## 2. Results

### 2.1. NUP98-HOXA10HD-Knock-In Mice Show Normal Hematopoiesis with Decreased Hematopoietic Stem and Progenitor Compartment

Overexpression of the NUP98-HOXA10HD fusion protein promotes expansion of both mouse and human HSC in vitro [12,13]. In this scenario, we established an NA10hd knock-in transgenic mouse by inserting the NA10hd expression elements into the ROSA26 locus of mouse embryonic stem cells (C57BL/6 background). For easy measurement of NA10hd expression at a protein level, we inserted a 3xFlag sequence at the end of the NA10hd sequence. To report the expression of NA10hd, we added a sequence encoding the Tdtomato fluorescent protein after the internal ribosome entry site (IRES) following the NA10hd sequence (Figure 1A). The expression of NA10hd is locked by a loxp-stop-loxp (LSL) cassette and can be activated in a tissue-specific manner by a Cre line. A Southern blot identified the recombinant ES cells (Figure 1B). NA10hd conditional expression mice (LSL-NA10hd) were generated by blastocyst injection. To express NA10hd in the hematopoietic system, the LSL-NA10hd mice were further crossed to Vav-Cre mice (C57BL/6 background) to produce LSL-NA10hd and Vav-Cre compound mice (NA10hd mice, CD45.2^+^). A Western blot using antibodies and recognizing the 3xFlag confirmed the expression of NA10hd-3xFlag protein in the bone marrow nucleated cells of NA10hd mice (Figure 1C).

To assess the effect of NA10hd on hematopoiesis, we performed flow cytometric analysis on multi-blood lineages in peripheral blood (Figure 1D), hematopoietic stem cells, multi-potential progenitors cells (Figure 1E), and myeloid and lymphoid progenitors (Figure 1F,G), in bone marrow of NA10hd and littermate control mice. The absolute cell number of hematopoietic stem cells and multilineage progenitor cells of NA10hd was mildly less than those of control mice (Figure 1H). However, the absolute number of the mature myeloid or lymphoid cells in the peripheral blood (Figure 1I), lymphoid progenitor cells (Figure 1J), and myeloid progenitors (Figure 1K) in the bone marrow was comparable between NA10hd and the control. Analysis results from 12-month-old aged NA10hd mice were largely similar, despite the number of long-term HSC and lymphoid progenitors being significantly less than the littermate control (Figure S1). Taken together, NA10hd-expresssing mice generally show normal hematopoieisis despite having a decreased number of hematopoietic stem and progenitor cells.

### 2.2. NUP98-HOXA10HD Expression Confers Competitive Transplantation Advantage on HSC

To further assess the impact of NA10hd on engraftment and lineage contribution, we retro-orbitally injected 2.5 × 10^5^ total bone marrow cells from NA10hd mice into lethal irratidation (2 × 5.0 Gy) treated mice (CD45.1) together with an equal number of bone marrow competitor cells from littermate control (NA10hd^LSL/+^) mice (CD45.2) (Figure 2A). These recipients were bled every four weeks retro-orbitally to evaluate the multi-lineage reconstitution capacity of transplanted cells. The recipients showed a signifcantly higher proportion of NA10hd-cell chimersim (>70%) in peripheral blood (Figure 2B) starting from week 4 until week 20. We then asked whether dominance of NA10hd in periheral blood is a result of dominance at the HSC level. Chimerism of the HSC compartment were examined in the bone marrow of recipient mice 20 weeks after transplantion. As expected, NA10hd-HSC composed of more than 80% of the HSC compartment, which was significantly higher than the control HSC (*p* < 0.001) (Figure 2C,D). These results show that NA10hd confered a competitive advantage on hematopoietic stem cells (HSC) in the transplantation setting.

### 2.3. Synergistic Effect of NUP98-HOXA10HD and NrasG12D on the Competitiveness of HSC In Vivo

The NrasG12D oncogenic gene confers a competitive advantage on HSC [14,15]. To compare the effects of NrasG12D mutation (NV) and NA10hd on HSC competitiveness, we injected 2.5 × 10^5^ NrasG12D-expressing total bone marrow cells (NV) together with an equal number of NA10hd cell counterparts into lethal irratidation (2 × 5.0 Gy) treated mice (CD45.1). Donor-cell chimerism was analyzed every four weeks post-transplantation. NV cells dominated the peripheral blood from week 4 and contributed significantly higher (>95%) than NA10hd cells (<5%) in the peripheral blood of recipients 20 weeks post-transplantation (Figure 3A). Consistently, we observed that NV-HSC (>90%) rather than *NA10h*d-HSC (<10%) dominantly occupied the HSC compartment in bone marrow of recipients 20 weeks post-transplantation (*p* < 0.001) (Figure 3B). Thus, our results indicate that NV confers stronger competitiveness on HSC than *NA10hd* in the transplantation setting.

Next, we investigated the accumulative effect of NA10hd and NV on HSC competitiveness. The NV and NA10hd strain were bred together with Vav-Cre mice to obtain compound (NAV) mice, which simultaneously express NUP98-HOXA10HD and NrasG12D proteins in the circulatory system. We subsequently transplanted 2.5 × 10^5^ bone marrow nuleated cells from NAV mice, together with an equal number of bone marrow competiter cells from NV mice, into lethally irratidated (2 × 5.0 Gy) recipients (CD45.1). The conribution of NAV-derived cells in peripheral blood was stable and higher than NV and exceeded 60% post transplantation (Figure 3C). In bone marrow, the NAV-derived HSC were also dominant (*p* < 0.001) (Figure 3D). NV-derived T cells were significantly higher than NAV at four weeks but became comparable to NAV thereafter. NV-drived B cells were much higher than NAV at week 16 and week 20, while NV-derived myeloid cells were significantly lower than NAV at week 4, week 16, and week 20. Collectively, both the NrasG12D mutation and the NA10hd fusion gene conferred competitiveness on HSC, and a combination of these two factors produced the strongest accumulative effects on HSC engraftment. Thus, the order of engraftment competitiveness is as follows: NAV-HSC > NV HSC > NA10hd HSC > WT HSC.

### 2.4. NUP98-HOXA10HD and NrasG12D Enhance the Competitiveness of HSC via Distinct Signaling Mechanisms

To investigate the molecular mechanism by which NV and NA10hd enhanced the competitiveness of HSC, we sorted Lin (CD2, CD3, CD4, CD8, B220, Gr1, Mac1, Ter119)^−^CD48^−^c-Kit^+^Sca1^+^CD135^−^CD150^+^ (Figure S2) HSC from NV, NA10hd, and wild-type mice for transcriptome analysis. 

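Libraries from 4 aliquots of control HSC, 4 of NA10hd HSC and 3 of NV HSC were analysed, each made by the authors from sorted cells by cDNA amplification. The authors aligned the reads to NCBIM37 with Hisat2 and deposited the raw counts that featureCounts gave for 37991 Ensembl genes, without normalization. The paper's text does not name the versions, the annotation release, the strand setting or the handling of reads that map to several places. Total counts ranged from 5464815 to 12610189 per control library, from 7624638 to 12180230 per NA10hd library and from 9981499 to 14283008 per NV library. Genes with at least 1 count numbered 15485 to 15899 in control, 13859 to 15455 in NA10hd and 15683 to 15900 in NV libraries. The 35904381 counts of the 4 control libraries together give a limit of 0.0836 CPM (counts scaled to library size) for a gene with a count of 0, taken as 3 counts. Such limits cover counting error only, since the reads carry no molecular identifiers and copies of one molecule are not independent. Replicates differed by more than counting noise, for which a chi-square per degree of freedom of 1 is the reference value. This statistic was 6.86 to 25.9 between pairs of control libraries, 15.8 to 23.5 between NV libraries and 41.9 to 66.0 between NA10hd libraries. The common dispersion within the group was 0.150 for NA10hd, 0.0568 for control and 0.0514 for NV, and 0.136 for NA10hd without replicate 4. Xist, a transcript of the inactive X chromosome, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty showed which sexes each library held. Control replicates 1 and 4 and NA10hd replicates 1 to 3 had Y-linked counts and 0 Xist counts, NA10hd replicate 4 had 216 Xist counts and 0 Y-linked counts, and the other control libraries and all NV libraries had both.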

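The targeted genes were read first, as counts on the whole endogenous gene, which do not separate mutant from normal Nras alleles. Whether reads of the fusion, inserted at the ROSA26 locus, were counted on Nup98 or Hoxa10 was not tested. Nras (ENSMUSG00000027852, chromosome 3, 102862152 to 102871837 of NCBIM37) had 112 ± 1.37 CPM (SD, n = 3) in NV, 96.0 ± 12.2 CPM (SD, n = 4) in NA10hd and 84.0 ± 12.4 CPM (SD, n = 4) in control HSC. In NV it had a log2 fold change of 0.41 (standard error 0.14, adjusted p = 0.124 from edgeR's quasi-likelihood test). Hoxa10 (ENSMUSG00000000938, chromosome 6) and Nup98 (ENSMUSG00000063550, chromosome 7) had log2 fold changes of 0.53 (standard error 0.27) and 0.10 (standard error 0.47) in NA10hd, with adjusted p = 0.459 and 0.954 from the same edgeR test. Nup98 turned to -0.51 without NA10hd replicate 4. The fusion transcript has no entry of its own among the counted genes. As a set, these 3 genes had a median log2 fold change of 0.20 in NA10hd (camera, adjusted p = 0.488; fry, which asks for a change against 0 rather than against other genes, adjusted p = 0.0347). In NV their median was -0.22 and their mean -0.08, while the set test pointed upward (camera, adjusted p = 0.984).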

Since one thousand cell input for RNA-Seq produced reads uniformly covers all transcripts [16], we sorted one-thousand HSC aliquots for RNA-Seq analysis. Differential gene expression analysis identified 225 differential expression genes (DEGs) in NA10hd HSC (Table S1) and 998 DEGs in NV HSC (Table S2) when compared to wild-type HSC (DEGs were defined as a difference in the expression level over 1.5-fold, adjusted the *p* value < 0.05 (DESeq2 R package)). 

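Each genotype was compared with control by edgeR's quasi-likelihood test on the counts as deposited, scaled by the TMM method, at an adjusted p under 0.05 and a fold change above 1.5. In NA10hd HSC, 1 of 13060 tested genes was a DEG, and 1552 genes had an unadjusted p under 0.05. The gene was Rrm1 (ENSMUSG00000030978, chromosome 7, 109590209 to 109618285), at 67.2 ± 3.59 CPM (SD, n = 4) in NA10hd and 161 ± 25.7 CPM (SD, n = 4) in control HSC. It had a log2 fold change of -1.26 (standard error 0.17, adjusted p = 0.0434 from edgeR). In NV HSC, 641 of 13462 tested genes were DEGs, 343 higher and 298 lower than control, and 2626 genes had an unadjusted p under 0.05. Tested directly against each other, NA10hd and NV HSC differed in 685 DEGs of 13461 tested genes, 309 higher and 376 lower in NA10hd. DESeq2, the tool of the paper's methods, called 238 DEGs in NA10hd (123 higher, 115 lower) and 1015 in NV (498 higher, 517 lower). Between NA10hd and NV it called 1472, of which 835 were higher and 637 lower in NA10hd, the opposite balance to edgeR. DESeq2 also called 635 of the 641 NV DEGs of edgeR. Counts were also simulated with the group sizes of NA10hd and control, with 200 changed genes and a further list of genes at a log2 fold change of -0.8. The quasi-likelihood test recovered 130 of the 200 with 4.79% of all its calls false, and DESeq2 139 with 19.9% false. Each simulated gene had the same dispersion in both groups, while the real common dispersion was 0.150 in NA10hd and 0.0568 in control. These rates may thus not carry over to the real libraries.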

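With 1 library left out in turn, the number of NA10hd DEGs was 0 to 5. It was 0 without any one of the control libraries or without NA10hd replicate 2 or 3, 1 without NA10hd replicate 1 and 5 without NA10hd replicate 4. Rrm1 passed only without NA10hd replicate 4, and its adjusted p from edgeR ranged from 0.0418 to 0.222 over the 8 fits. The number of NV DEGs was 263 without NV replicate 3, 269 without NV replicate 2 and at most 643 without any other library. That between NA10hd and NV was 146 without NV replicate 3, 153 without NV replicate 2, 229 without NV replicate 1 and at most 771 otherwise. Between libraries with the same mix of Xist and Y-linked counts, 0 DEGs were called for NA10hd by edgeR (624 genes at an unadjusted p under 0.05; 3 against 2 libraries) and 301 for NV (3 against 2 libraries). The same mix means the same kinds of counts, not an equal share of each sex. Sex and genotype could not be separated between NA10hd and NV. Among the NV DEGs with no overlap between libraries, the 5 largest decreases were in Slc17a8, Ncam2, St6galnac2, Acox2 and Matn2, which had 0 counts in all NV libraries. Slc17a8 was at 27.7 CPM in control and so at least 338-fold lower in NV, against a limit of 0.0820 CPM from 3 counts over the 3 NV libraries. The 5 largest increases were in Sva, Il1b, Kcnj5, Ddc and F420014N23Rik, the last 4 of which had at most 8.40 CPM on average in NV.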

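Under the quasi-likelihood test, 1 gene was a DEG of both NA10hd and NV HSC, Rrm1, and it changed in opposite directions. A small overlap can come from the wide spread of the NA10hd libraries, so the 2 comparisons were also set side by side without a call. Across 12924 genes tested in both, the log2 fold changes had a Pearson correlation of 0.038 and a Spearman correlation of 0.041, where genes are not independent replicates. Both comparisons use the same 4 control libraries, which alone gives a positive correlation. In 20 simulated pairs of unchanged groups with shared control libraries, Pearson's value was 0.035 to 0.090 and Spearman's 0.039 to 0.077. The simulated groups were drawn around the mean of these same control libraries, which leaves out the error of that mean. This error is what the 2 comparisons share, so the simulated values, here and below, are no reference for shared control libraries. Simulated libraries also hold the modelled spread only and may differ less than real ones. At an unadjusted p under 0.05 and a fold change above 1.5 in both comparisons stood 236 genes, 84 with the same and 152 with opposite directions, against 0 to 3 genes in the simulated pairs. DESeq2 called 61 genes in both comparisons, against 0 in every simulated pair, with a Pearson correlation of 0.361 against 0.097 to 0.131 simulated. Without NA10hd replicate 4, the quasi-likelihood test called 4 genes in both (Meg3, Plac8, Rrm1 and Mcm5), and 0 without any one of the control libraries or of NA10hd replicates 1 to 3. Of the 627 NV DEGs that were tested in NA10hd, 398 (63.5%) had a log2 fold change of the opposite sign there.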

There were only 59 overlapping DEGs in NA10hd and NV (Figure 4A). 

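GO terms were not among the files, so the cell cycle was read through the lists of 43 S phase and 54 G2/M genes that the Seurat package holds, of which 95 were tested. Of these 95 genes, 59 were DEGs of NV HSC, all higher than in control, with an odds ratio of 36.0 against the other tested genes (Fisher's exact test, p = 2.92e-54). With 1 library left out in turn, 36 to 62 of them were DEGs of NV, with 36 without NV replicate 2 and 37 without NV replicate 3. Fisher's test, here and below, takes genes as independent, which cell cycle genes are not, so its p does not measure the spread between libraries. In NA10hd HSC, the only DEG of the quasi-likelihood test, Rrm1, is an S phase gene of these lists. The alternative that moved this count most without leaving out a library was DESeq2, by which 16 of the 95 genes were DEGs of NA10hd, all lower than in control (odds ratio 12.5, Fisher's exact test, p = 4.9e-12).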

GO enrichment analysis using the NA10hd or NV DEGs showed that these DEGs were largely related to pathways of the cell cycle, cell division, and DNA replication and nuclear division (Figure 4B,C). Only 14 of the 59 (<20%) overlapping DEGs from NA10hd and NV HSC showed a similar expression trend (Figure 4D). However, more than 80% of the overlapping DEGs had opposite expression trends in NA10hd and NV. 

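The 14 genes that Tables S1 and S2 list with one direction include 10 higher genes (B4galt1, Flt3l, Gem, H2-DMa, H2-T23, Irf7, Pip5k1a, Plac8, Slc15a2 and Sva). All 14 had the direction of the tables in both comparisons by edgeR. The 10 higher genes had log2 fold changes with a median of 1.06 in NA10hd and 1.05 in NV, where Sva, at its lower bound, stayed above both medians. In NA10hd, 0 of the 14 were DEGs by edgeR, with adjusted p between 0.0563 and 0.287, though all 14 had an unadjusted p under 0.05, and DESeq2 called all 14 and limma-voom 0 of them. In NV, 12 of the 14 were DEGs by edgeR. The study chose these genes on the same libraries, so their directions are not independent evidence. Plac8 (ENSMUSG00000029322, chromosome 5, 100982744 to 101001264) had 29.8 ± 4.67 CPM (SD, n = 4) in control, 93.7 ± 31.7 CPM (SD, n = 4) in NA10hd and 192 ± 12.8 CPM (SD, n = 3) in NV. Its log2 fold change was 1.66 in NA10hd (standard error 0.27, adjusted p = 0.0633) and 2.69 in NV (standard error 0.15, adjusted p = 4.07e-06), both from edgeR, and it became a DEG of NA10hd by edgeR without NA10hd replicate 4 (adjusted p = 0.00337), with no filter on low counts, with the stricter filter, with all 3 groups in one fit and by the likelihood ratio test, as well as by DESeq2 (adjusted p = 1.14e-05). Sva (ENSMUSG00000023289, chromosome 6, 41988393 to 41992850) had 0 counts in all control libraries and 47 to 105 counts in each of the other 7 libraries, and its mean in NV was at least 87.5-fold above the limit for control.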

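Of the 45 genes that Tables S1 and S2 list with opposite directions, 40 were tested in NA10hd, and all 40 had opposite signs in the 2 comparisons with control. In the direct test between NA10hd and NV HSC, which uses no control library, all 40 were DEGs by edgeR. Since the study selected them on these libraries, that count is not independent evidence either. Of the DEGs that both comparisons shared under DESeq2, 72.1% had opposite directions. All 3 groups fitted together gave 14 shared DEGs, 2 with the same and 12 with opposite directions.

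**Figure D1:**
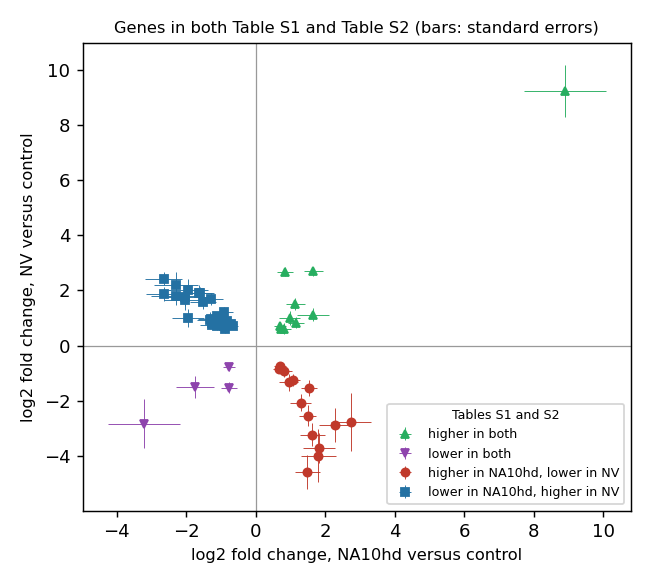
Log2 fold change in NV HSC (vertical axis) against that in NA10hd HSC (horizontal axis), each versus control by edgeR, for the 54 genes of both Table S1 and Table S2 that were tested in both. Symbols give the directions in the tables and bars the standard errors; 40 genes lie in the quadrants of opposite signs and 14 in those of equal signs. The fitted value of Sva (top right) has no meaning as a size, since control had 0 counts.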

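H19 (ENSMUSG00000000031, chromosome 7, 149761434 to 149764048) and Igf2 (ENSMUSG00000048583, chromosome 7, 149836673 to 149852721) are neighbouring imprinted genes. H19 had 38.2 ± 12.7 CPM (SD, n = 4) in NA10hd, 5.83 ± 5.01 CPM (SD, n = 4) in control and 0.867 ± 0.826 CPM (SD, n = 3) in NV HSC. The direct test between NA10hd and NV gave H19 a log2 fold change of 5.51 (standard error 0.82, adjusted p = 0.00403 from edgeR). Against control, its log2 fold change was 2.75 in NA10hd (standard error 0.58, adjusted p = 0.139) and -2.76 in NV (standard error 1.05, adjusted p = 0.164), neither of them a DEG by edgeR. DESeq2 called H19 in both, with adjusted p = 0.000473 in NA10hd and 0.0424 in NV. Igf2 had 73.3 ± 25.8 CPM (SD, n = 4) in NA10hd, 24.1 ± 11.6 CPM (SD, n = 4) in control and 2.59 ± 0.771 CPM (SD, n = 3) in NV HSC. Its log2 fold change was 1.63 in NA10hd (standard error 0.36, adjusted p = 0.154) and -3.22 in NV (standard error 0.43, adjusted p = 0.00169), so that it was a DEG of NV by edgeR, also with each library left out. By DESeq2, Igf2 was a DEG of NA10hd as well (adjusted p = 0.00381). A list of 19 imprinted genes that includes both had a median log2 fold change of 0.61 in NA10hd (12 of 15 tested genes higher; camera, adjusted p = 1.34e-05) and -1.00 in NV (14 of 14 lower; camera, adjusted p = 3.5e-07). Neither call held under an estimated correlation between genes (adjusted p = 0.104 and 0.129), and both held under fry (adjusted p = 0.0284 and 0.0151).

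**Figure D2:**
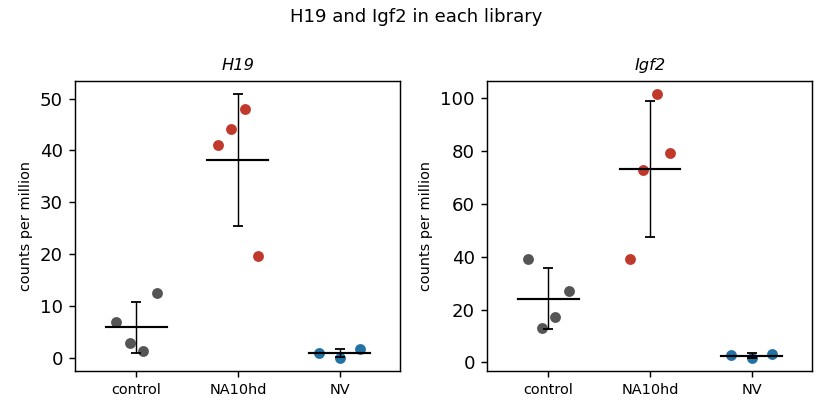
CPM of H19 and Igf2 in each library of control, NA10hd and NV HSC (points), with the group mean and SD (lines and bars). All NA10hd libraries lie above all NV libraries for both genes.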

There were approximately 17 (28%) DEGs that were up-regulated in NA10hd HSC, but down-regulated in NV HSC including *H19* and *Igf2* that regulate HSC quiescence [17] (Figure 4E). In addition, 28 (>50%) DEGs were up-regulated in NV HSC, but down-regulated in NA10hd HSC (Figure 4F).

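Of the 28 genes lower in NA10hd and higher in NV in Tables S1 and S2, 26 were tested in NA10hd. Their log2 fold changes by edgeR were -2.65 to -0.65 in NA10hd, with a median of -1.28, and 0.60 to 2.42 in NV, with a median of 1.04. Rrm1 was the 1 DEG of NA10hd among them, and 23 were DEGs of NV.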

Further gene set enrichment analysis (GSEA) analysis showed that NA10hd and NV regulated the cell cycle, MCM_Pathway, and Apoptosis_by_CDKN1A_Via_TP53 signaling pathways in an opposite manner (Figure 5A). Furthermore, the leading-edge genes analysis showed that the cell cycle-related genes including the cyclin dependent kinase (Cdk) family genes (*Cdk1*, *Cdk2*, *Cdk4*, *Cdk6*) and cell division cycle (Cdc) family genes (*Cdc7*, *Cdc6*, *Cdc16*, *Cdc27*, *Cdc23*, *Cdc25a*, *Cdc25b*, *Cdc25c*) were upregulated in NV HSC but down-regulated in NA10hd HSC (Figure 5B). 

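The gene sets behind the pathways above are not among the files, so the direction of the cell cycle was tested with the Seurat lists, by camera, and with the genes the paper names. The S phase genes had a median log2 fold change of -0.56 in NA10hd (38 of 42 lower; camera, adjusted p = 6.77e-15, by Benjamini-Hochberg over 8 lists) and 0.76 in NV (40 of 42 higher; camera, adjusted p = 1.51e-27). The G2/M genes had medians of -0.85 in NA10hd (50 of 53 lower; camera, adjusted p = 1.99e-18) and 1.56 in NV (51 of 53 higher; camera, adjusted p = 1.54e-59). In the direct comparison of NA10hd with NV, the medians were -1.36 and -2.42 (camera, adjusted p = 2.08e-38 and adjusted p = 4.55e-65). Adjusted over all tested genes, 19 S phase and 40 G2/M genes were DEGs of NV, and 27 and 46 when adjusted over the list alone. In NA10hd, Rrm1 was a DEG over all genes, and 12 S phase and 12 G2/M genes when adjusted over the list alone. As the mean log2 CPM of the list relative to control, the G2/M genes stood at -1.27 ± 0.40 (SD, n = 4) in NA10hd, 0.00 ± 0.43 (SD, n = 4) in control and 1.48 ± 0.15 (SD, n = 3) in NV. The alternative that moved the G2/M median most was the set of libraries with the same mix of Xist and Y-linked counts, with -0.42 in NA10hd and 1.21 in NV. Of the camera calls on the 8 lists in the 3 comparisons, those of the Cdk genes in NA10hd and of the HSC activity genes in NV did not hold under an estimated correlation between genes (adjusted p = 0.218 and 0.118), and under fry (adjusted p = 0.0807 and 0.0167) only the first did not hold. All other calls held under both.

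**Figure D3:**
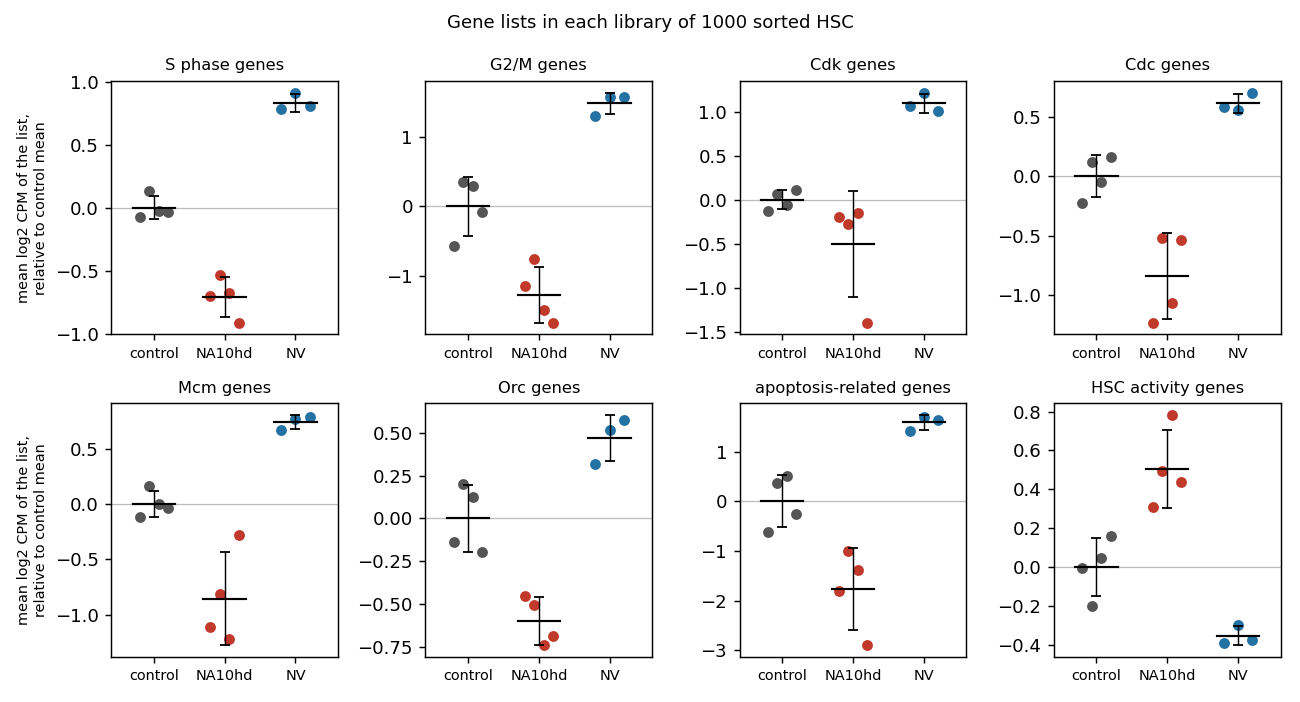
Mean log2 CPM of the genes of each list, relative to the control mean, in each library (points) of control, NA10hd and NV HSC, with the group mean and SD (lines and bars). All NV libraries lie above all NA10hd libraries except for the HSC activity genes, where the order is the opposite.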

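All 4 Cdk genes were lower in NA10hd and higher in NV than in control, apart from Cdk6, which turned to 0.05 in NA10hd without NA10hd replicate 4. Their median log2 fold change was -0.31 in NA10hd (camera, adjusted p = 0.0241), where 0 were DEGs by edgeR (1 at an unadjusted p under 0.05), by DESeq2 or when adjusted over the list alone. NA10hd replicate 4 decided this median, which was -0.19 without it and no longer past the threshold. In NV the median was 1.04 (camera, adjusted p = 5.43e-10), with 3 DEGs over all genes and 3 adjusted over the list alone. Cdk6 (ENSMUSG00000040274, chromosome 5, 3343893 to 3523218) rose from 48.2 ± 12.4 CPM (SD, n = 4) in control to 167 ± 48.7 CPM (SD, n = 3) in NV, a log2 fold change of 1.80 (standard error 0.22, adjusted p = 0.00132 from edgeR). Cdk1 (ENSMUSG00000019942, chromosome 10) had a log2 fold change of 1.33 in NV (standard error 0.19, adjusted p = 0.00254 from edgeR) and was a DEG with each library left out, as was Cdk6. Cdk2 was not a DEG without NV replicate 1 or 2 (adjusted p up to 0.0651). Cdk4 rose by 0.46, below the fold threshold (adjusted p = 0.0184 from edgeR). All 8 Cdc genes were lower in NA10hd, with a median of -0.67 (camera, adjusted p = 5.67e-05), 0 DEGs by edgeR (3 at an unadjusted p under 0.05; 2 by DESeq2, Cdc7 and Cdc23) and 2 adjusted over the list alone. In NV, 6 of the 8 were higher, with a median of 0.61 (camera, adjusted p = 0.000897), 2 DEGs over all genes (Cdc7 and Cdc25b) and 4 adjusted over the list alone. Cdc7 was a DEG in 3 of the 7 fits that left out a library and Cdc25b in 0 of them, with adjusted p up to 0.115 and 0.21. Cdc16 and Cdc23 had log2 fold changes of -0.06 (standard error 0.12) and -0.08 (standard error 0.18) in NV, within their error. Between NA10hd and NV, 4 Cdk genes and 1 Cdc gene were DEGs by edgeR, with medians of -1.58 and -0.94. Of these lists, 1 Cdk and 2 Cdc genes are also among the Seurat lists, and the study chose both lists on these libraries.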

At the same time, the cell cycle and initiator proteins of DNA replication related genes mini-chromosome maintenance complex (Mcm) family genes (*Mcm2*, *Mcm3*, *Mcm4*, *Mcm5*, *Mcm6*, *Mcm7*) and Origin Recognition Complex (ORC) family genes (*Orc1*, *Orc2*, *Orc3*, *Orc4*, *Orc6*) (Figure 5C) had the same expression trend as Cdk or Cdc family genes. In addition, cell apoptosis related genes *Hmgb2* [18], *Ccnb1* [19], *Aurka* [20], *Rrm1* [21], *Tpx2* [22], *Prc1* [23], and *Pbk* [24] were upregulated in NV HSC while downregulated in NA10hd HSC (Figure 5D). 

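All 6 Mcm genes were lower in NA10hd, with a median log2 fold change of -0.65 (camera, adjusted p = 8.6e-08), 0 DEGs by edgeR (all 6 at an unadjusted p under 0.05; 2 by DESeq2) and 4 adjusted over the list alone. All 6 were higher in NV, with a median of 0.73 (camera, adjusted p = 7.96e-13), 4 DEGs over all genes and 4 adjusted over the list alone. Mcm5 (ENSMUSG00000005410, chromosome 8, 77633427 to 77652338) had 69.2 ± 52.3 CPM (SD, n = 4) in NA10hd, 168 ± 24.4 CPM (SD, n = 4) in control and 327 ± 47.7 CPM (SD, n = 3) in NV. Its log2 fold change in NA10hd was -1.28 (standard error 0.37, adjusted p = 0.26 from edgeR) and -1.94 without NA10hd replicate 4 (adjusted p = 0.00337), a library at 147 CPM where the others had 33.7 to 52.2 CPM. The 5 Orc genes were all lower in NA10hd, with a median of -0.53 (camera, adjusted p = 0.00493) and 0 DEGs by edgeR (1 at an unadjusted p under 0.05), by DESeq2 or adjusted over the list alone. In NV, Orc1, Orc2 and Orc6 were higher, Orc3 was at 0.01 (standard error 0.15) and fell below 0 by limma-voom and with a replicate block, and Orc4 was lower, at -0.17 (standard error 0.18, adjusted p = 0.688 from edgeR). Their median in NV was 0.24 (camera, adjusted p = 0.0642; fry, adjusted p = 0.0167), with 1 DEG over all genes, Orc6, and 2 adjusted over the list alone. Orc6 had a log2 fold change of 0.64 in NV (standard error 0.16, adjusted p = 0.0353 from edgeR) and was a DEG in 2 of the 7 fits that left out a library (adjusted p up to 0.178). The direct comparison of NA10hd with NV gave medians of -1.40 for the Mcm genes (6 DEGs) and -0.87 for the Orc genes (1 DEG). The paper names the Mcm and Orc genes for their change in these libraries, so their directions and p are not independent evidence.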

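The 7 apoptosis-related genes were all lower in NA10hd, with a median log2 fold change of -1.63 (camera, adjusted p = 3.25e-10), which was -2.07 to -1.23 with 1 library left out and -0.95 between libraries matched for sex. Over all genes, Rrm1 was the 1 DEG of NA10hd among them, and 6 were when adjusted over the list alone. All 7 were higher in NV, with a median of 1.51 (camera, adjusted p = 1.16e-17), 6 DEGs over all genes and 7 adjusted over the list alone. Pbk (ENSMUSG00000022033, chromosome 14, 66424674 to 66436659) rose from 39.7 ± 5.04 CPM (SD, n = 4) in control to 136 ± 19.5 CPM (SD, n = 3) in NV, a log2 fold change of 1.76 (standard error 0.15, adjusted p = 0.000103 from edgeR). Aurka (ENSMUSG00000027496, chromosome 2) had the largest log2 fold change of the list in NA10hd, -2.42 (standard error 0.97, adjusted p = 0.359 from edgeR), and 1.32 in NV (standard error 0.38, adjusted p = 0.0686), where it became a DEG without control replicate 3 (adjusted p = 0.0206), by limma-voom, by DESeq2, by the likelihood ratio test, with no filter on low counts and with the stricter filter. Tpx2 was a DEG of NV over all libraries (adjusted p = 0.0477 from edgeR) and, of the 7 fits that left out a library, in the 1 without control replicate 3 (adjusted p = 0.00151). Prc1 was not a DEG of NV without NV replicate 2 or 3 (adjusted p up to 0.0635). Hmgb2 changed least in NA10hd, at -0.22 (standard error 0.26, adjusted p = 0.798 from edgeR), and stood at 0.24 between the libraries matched for sex. All 7 were DEGs between NA10hd and NV, with a median of -3.54. Of these 7 genes, 4 are also S phase or G2/M genes of the Seurat lists, and the study chose all 7 for their opposite change in these libraries, so direction and p of the list were given by that choice.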

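Hoxa10, Hoxa7, Hoxa9, Ski, Prdm16, Vps72, Hoxb4 and Akt1, taken together as HSC activity genes, were all higher in NA10hd than in control. Their median log2 fold change was 0.48 (camera, adjusted p = 3.29e-05; 0.31 without NA10hd replicate 3 and 0.41 to 0.53 without any one of the others), with 0 DEGs by edgeR (3 at an unadjusted p under 0.05; 2 by DESeq2, Hoxa7 and Hoxa9) and 2 adjusted over the list alone. Hoxa9 (ENSMUSG00000038227, chromosome 6, 52173099 to 52181088) had 298 ± 26.3 CPM (SD, n = 4) in NA10hd, 161 ± 14.8 CPM (SD, n = 4) in control and 148 ± 3.48 CPM (SD, n = 3) in NV. Its log2 fold change was 0.89 in NA10hd (standard error 0.14, adjusted p = 0.0633) and -0.13 in NV (standard error 0.12, adjusted p = 0.621), both from edgeR. Hoxa7 (ENSMUSG00000038236, chromosome 6) had 1.24 in NA10hd (standard error 0.33, adjusted p = 0.228 from edgeR). Vps72, at 0.04 (standard error 0.29), and Hoxb4, with 3.49 CPM in control, changed by less than their error, and Vps72 turned to -0.05 by limma-voom and -0.16 without NA10hd replicate 3. The paper collected genes of HSC activity from the literature and names these 8 as higher in NA10hd in these libraries, so this direction and its p restate that choice. In NV the list had a median of -0.27 (6 of 8 lower; camera, adjusted p = 0.0479), with 1 DEG over all genes and 1 adjusted over the list alone. That DEG was Prdm16 (ENSMUSG00000039410, chromosome 4), with a log2 fold change of -1.00 (standard error 0.22, adjusted p = 0.0205 from edgeR), which remained a DEG in 2 of the 7 fits that left out a library. Trim27 (ENSMUSG00000021326, chromosome 13) and Smarcc1 (ENSMUSG00000032481, chromosome 9) had log2 fold changes of 0.33 (standard error 0.13) and 0.44 (standard error 0.18) in NV, with adjusted p = 0.196 and 0.185 from edgeR, and were not DEGs by DESeq2 either. In NA10hd they had -0.15 (standard error 0.18) and 0.11 (standard error 0.22). As a pair, their median was 0.39 in NV (camera, adjusted p = 0.101; fry, adjusted p = 0.0128) and -0.02 in NA10hd (camera, adjusted p = 0.96).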

Genes that regulate the hematopoietic stem cell activity [25,26,27,28] including *Hoxa10*, *Hoxa7*, *Hoxa9*, *Ski*, *Prdm16*, *Vps72*, *Hoxb4*, and *Akt1* were up-regulated in NA10hd HSC, while only *Trim27* and *Smarcc1* were up-regulated in NV HSC (Figure S3). Collectively, the above results demonstrate that NA10hd and NV conferred competitiveness on HSC by distinct mechanisms.

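In the direct test of NA10hd against NV, the HSC activity genes had a median log2 fold change of 0.97 (8 of 8 higher in NA10hd; camera, adjusted p = 5.11e-06), while the other 7 lists were lower in NA10hd. Of these 8 lists, only the S phase and G2/M genes were not chosen by the study on these libraries. From the small number of shared DEGs, their opposite directions, the opposite change of the cell cycle, DNA replication and apoptosis genes, and the HSC activity genes raised in NA10hd, the paper concludes that NA10hd and NV gave HSC their competitiveness by distinct mechanisms.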

### 2.5. Single NAV-HSC Survive and Expand in Feeder-Free Medium and Its Derivatives Fully Repopulate Multi-Lineage Hematopoiesis in Recipients

HSC are susceptible to stress and prone to die in vitro in the absence of feeder cells, which can only be expanded with cell lines such as AFT024 and UG26 [29,30]. It is also reported that adult mouse HSC (E-SLAM cells) transduced with a retrovirus expressing NA10hd could expand efficiently during the 14-day culture with an addition of IL-3, IL-6, and SCF [4]. We wondered whether single NAV-HSC could overcome the culture stress and expand in a feeder-free condition. We sorted single Lin (CD2, CD3, CD4, CD8, B220, Gr1, Mac1, Ter119)^−^CD48^−^c-Kit^+^Sca1^+^CD135^−^CD150^+^ NAV-HSC or WT-HSC into individual wells of a 96-well low adhesion plate containing 150 µL culture medium (StemSpan™ SFEM plus with 100 ng/mL mSCF, 20 ng/mL human IL11, and β-mercaptoethanol (2000-fold diluted)). To evaluate the stemness preservation, colony-forming unit (CFU) and transplantation assay were performed using the single cell-derivatives after a 10-day culture (Figure 6A). Amazingly, more than 30% (25/80) of wells with single NAV-HSC input proliferated to produce colonies composed of more than 100 cells (Figure 6B). In contrast, we observed very rare daughter cells from the WT HSC group (data not shown). Notably, certain wells showed homogenous morphology with uniform offspring cells in size. We divided the recovered cells from each well into two equal aliquots, one for an in vitro colony-forming assay (CFU-C) and the other for in vivo transplantation. As expected, only the cells with homogeneous morphology daughter cells (Figure S4A) produced CFU-Mix colonies (Figure 6C), but not the wells with heterogeneous size derivatives (Figure S4B).

To further evaluate stemness of single NAV HSC derivatives, in addition to the CFU-C assay, we transplanted 50 cells from representative individual wells into sub-lethally irradiated mice (CD45.1). Of the transplanted nine colonies, five were homogenous and four were heterogeneous. Cells from six individual wells, including five homogenous colonies and one heterogeneous colony, successfully reconstituted multi-lineage hematopoiesis over 16 weeks after transplantation (Figure 7A,B). To further confirm whether these mice contained donor-derived hematopoietic stem cells, we performed flow cytometric analysis of the bone marrow nucleated cells. As expected, phenotypic donor HSC were detected in the bone marrow of the recipients of homogenous colonies (Figure 7C), but not in the recipients transplanted with heterogeneous colonies (data not shown). The estimated absolute number of donor-derived phenotype HSC expanded around 24-fold than their input (Figure 7D). Collectively, our data indicated that NAV-modified HSC expanded in vitro and preserved their stemness in a feeder-free medium condition.

## 3. Materials and Methods

### 3.1. Mice

C57BL/6 (CD45.1) and Vav-Cre strain (CD45.2) mice were purchased from the Jackson Laboratory. C57BL/6 (CD45.2) were from the Beijing Vital River Laboratory Animal Technology Ltd. NA10hd^LSL/+^ mice were generated by targeting a mouse ES line (C57BL/6 line, Beijing Biocytogen Co., Ltd.) through homologous recombination at the ROSA26 locus. NA^LSL/+^ mice were subsequently bred with Vav-Cre mice to generate NA10hd^LSL/+^ and Vav-Cre (NA10hd) compound mice. Mice expressing the conditional oncogenic NrasG12D mutation (a gift from Dr. Jing Zhang lab at the University of Wisconsin-Madison, Wisconsin, USA) were crossed with Vav-Cre mice to generate LSL Nras^G12D/+^ and the Vav-Cre compound (NV) mice. Mice were housed in the SPF grade animal facility of the Guangzhou Institution of Biomedicine and Health, Chinese Academy of Science (GIBH, CAS, China). All animal experiments were approved by the Institutional Animal Care and Use Committee of Guangzhou Institutes of Biomedicine and Health (IACUC-GIBH).

### 3.2. Competitive Transplantation

All the competitive transplantation of total bone marrow were performed at the ratio of 1:1 (0.25 million to 0.25 million). The recipients (CD45.1) of all competitive transplantation were lethal irradiated (2 × 5.0 Gy). The donor-derived chimeric ratios of peripheral blood cells were analyzed regularly and the HSC compartment was analyzed 20 weeks post-transplantation. Donor-derived cells from NA10hd and NAV were identified with Tdtomato.

### 3.3. Flow Cytometric Analysis

Antibodies for the hematopoietic lineage and hematopoietic progenitors or stem cells analysis: CD45.2 (104), CD2 (RM2-5), CD3e (145-2C11), CD4 (RM4-5), CD8a (53-6.7), Ter119 (TER-119), Mac1 (M1/70), B220 (6B2), Gr1 (RB6-8C5), CD19 (1D3/CD19), CD90.2 (53-2.1), CD48 (HM48-1), IL-7R (A7R34), Sca1 (E13-161.7), c-Kit (2B8), CD34 (RAM34), and CD16/32 (93) antibodies were purchased from eBiosciences, and CD150 (TC15-12F12.2) was purchased from Biolegend. DAPI (#D9542-50MG) was purchased from Sigma.

All the nucleated cells harvested from moue tissues were first treated with ACK solution, and then blocked with the CD16/32 antibody. For lineages staining, blocked nucleated cells were incubated with antibodies mixture of CD19-FITC, Mac1-PE-Cy7, and Thy1.2-APC. For myeloid progenitors staining, bone marrow cells were stained with antibodies mixtures of Lin (CD2, CD3e, CD4, CD8a, Ter119, Mac1, B220, Gr1)-FITC, Sca1-PerCP-Cy5.5, c-Kit-APC-eFluor^®^ 780, CD34-Alex700, and CD16/32-PE-Cy7. For lymphocyte progenitors staining, BM cells were stained with the antibodies mixture of Lin (CD2, CD3e, CD4, CD8a, Ter119, Mac1, B220, Gr1)-FITC, IL-7R-APC, Sca1-PerCP-Cy5.5, c-Kit-APC-eFluor^®^ 780. For hematopoietic stem cell (HSC) and multipotent progenitor (MPP) staining, BM cells were stained with the antibodies mixture of Lin (CD2, CD3e, CD4, CD8a, Ter119, Mac1, B220, Gr1)-FITC, CD48-FITC, Sca1-PerCP-Cyanine5.5, c-Kit-APC-eFluor^®^ 780, CD45.2-PE (only in NV and CD45.1 competitive transplantation recipients), and CD150-PE-Cy7. Lastly, all the cells were resuspended in DAPI solution.

The stained cells were analyzed on LSR Fortessa (BD Bioscience), and the data were analyzed using Flowjo software (FlowJo).

### 3.4. Single HSC Feeder-Free Culture

Individual NAV or wild-type (WT) HSC was sorted into a 96-well low adhesion plate containing 150 µL culture medium (StemSpan™ SFEM (stem cell, #09650) and 100 ng/mL mSCF + 20 ng/mL human IL11 + β-mercaptoethanol (2000 fold diluted)). A half-medium change was performed every other day. Colonies with more than 100 cells in each well were divided into equal aliquots. One aliquot of around 50 cells were plated for CFU-C colony-forming assay following the manufacturer’s instructions (STEMCELL Technologies) and the other aliquot of 50 cells were transplanted into sub-lethally irradiated (6.5 Gy) recipients (CD45.1) after a 10-day in-vitro culture.

### 3.5. RNA-Seq and Data Analysis

NA10hd, NV, and littermate control (Ctrl) HSC were sorted separately into 200 µL DPBS-BSA buffer (0.5% BSA) using a 1.5 mL Eppendorf tube. The cDNA of sorted 1000-cell aliquots were generated and amplified, as described previously [31]. Then qualities of the amplified cDNA were examined by qPCR analysis of housekeeping genes (B2m, Actb, Gapdh). Samples that passed quality control were used for subsequent sequencing library preparation by illumina Nextera XT DNA Sample Preparation Kit (FC-131-1096). All libraries were sequenced by illumina sequencer NextSeq500 (illumina). The fastq raw data files were generated using illumina bcl2fastq software and uploaded to the Gene Expression Omnibus public database (GSE118809). All the fastq files were aligned to the NCBIM37 mouse genome by Hisat2 software. Normalization of gene expression and differential expression gene analysis were performed by DESeq2. Heatmaps were plotted using gplots (heatmap.2). Gene set enrichment analysis (GSEA) was performed as described [32].

### 3.6. Statistical Analysis

The data were represented as mean ± SD. Two-tailed independent Student’s t-tests were performed for a comparison of two groups of data (SPSS v.23, IBM Corp., Armonk, NY, USA). P values of less than 0.05 were considered statistically significant (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

### 3.7. Data Availability

The data that support the findings of this study are available from the corresponding author upon request. All RNA-Seq data are in the GEO database with accession code GSE118809.

## 4. Discussion

NA10hd transgenic mice had normal multi-lineage hematopoiesis, demonstrated by normal lineage and progenitor contribution indistinguishable from control mice. A previous study reported that knockdown of *Pbx1* improves the competitiveness of HoxB4-overexpressing HSC and that the capacity of NUP98-HoxA10HD to induce HSC expansion does not require a PBX-interacting motif [8,33]. Consistent with these findings, our competitive transplantation assay further confirmed that NA10hd with only the homeodomain of *Hoxa10* in the fusion improved the competitiveness of hematopoietic stem cells. This competitive advantage may be due to dominance of NA10hd HSC in the HSC compartment. Moreover, recipient mice with NA10hd HSC transplantation did not develop myeloproliferative disease until the end of the experiment. This is consistent with a previous study, which shows restriction of NUP98-fusion to the homeodomain of Hoxa10 blunts lineage bias and leukemogenic potential of Nup98-Hoxa10 [8].

It was previously reported that NrasG12D could sustainably increase the competitiveness of HSC [14,15]. It is of particular interest to show that NV HSC had stronger competitiveness than NA10hd HSC. The transcriptomic analysis of NA10hd HSC and NV HSC showed that both NV and NA10hd affected the signals of DNA replication, the cell cycle, and apoptosis of HSC. However, NA10hd HSC and NV HSC represent an opposite trend in regulating the cell cycle, DNA replication, and Apoptosis_by_CDKN1A_Via_TP53 signaling pathways. NA10hd may enhance the transplantation and proliferative capacity of hematopoietic stem cells through HSC activators such as Hoxb4, Hoxa9, Hoxa10, Prdm16, Ski, and Vps72 etc. [25,34,35,36], and maintain the stemness of hematopoietic stem cells through an H19-Igf2-related pathway [17]. In contrast, NV may enhance the engraftment advantage of hematopoietic stem cells by regulating the Stat5 signaling pathway and MEK/ERK pathway [11,14,15,37]. 

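Stat5 and MEK/ERK activity were not measured in these libraries, but the transcripts of their usual target genes were counted. A list of 8 Stat5 target genes had a median log2 fold change of -0.71 in NV (7 of 8 lower; camera, adjusted p = 0.000132; 0.0591 under an estimated correlation between genes) and 0.24 in NA10hd (6 of 8 higher; camera, adjusted p = 0.488). Of the 35 ways to split the NV and control libraries into groups of these sizes, 3 (8.57%) gave a median of this size or larger, without sign. The real grouping is among the 3, so chance could not be excluded for the Stat5 targets in NV. Cish, Socs2 and Pim1 were DEGs of NV by edgeR, all lower than in control. Socs2 (ENSMUSG00000020027, chromosome 10, 94847996 to 94879814) had 37.8 ± 8.31 CPM (SD, n = 3) in NV and 106 ± 18.8 CPM (SD, n = 4) in control, a log2 fold change of -1.50 (standard error 0.19, adjusted p = 0.00134 from edgeR). The log2 fold changes of Cish and Pim1 were -1.24 and -1.71. A list of 14 transcripts that MEK/ERK signalling induces, 12 of them tested, had a median of 0.40 in NV (8 of 12 higher; camera, adjusted p = 0.652) and 0.02 in NA10hd (7 of 12 higher; camera, adjusted p = 0.974). Among them Etv5 was higher in NV (1.01, adjusted p = 0.00916 from edgeR), while Dusp5 (-1.45, adjusted p = 0.026) and Egr1 (-1.35, adjusted p = 8.59e-05) were lower.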

Of note, we have identified a signature of 14 genes, which were commonly downregulated or upregulated by both NA10hd and NrasG12D HSC (Figure 4D). Functional analysis of HSC with these 14 signature genes would shed light on the mechanism of increased competitiveness of HSC in both NA10hd and NrasG12D HSC. 

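Flt3l (ENSMUSG00000089989, chromosome 7, 52386558 to 52391802) had 21.6 ± 2.27 CPM (SD, n = 4) in NA10hd, 21.7 ± 3.45 CPM (SD, n = 3) in NV and 11.0 ± 2.10 CPM (SD, n = 4) in control HSC. Its log2 fold change was 0.98 in NA10hd (standard error 0.31, adjusted p = 0.282) and 0.98 in NV (standard error 0.25, adjusted p = 0.0435), both from edgeR. It was a DEG of NV with all libraries and in 0 of the 7 fits that left out a library (adjusted p from 0.0507 to 0.155). By DESeq2 it was a DEG of both (adjusted p = 0.0269 and 0.00908).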

*Flt3l*, which is one of these signature genes, has been reported to regulate multipotent stem and progenitor cells and enhance their proliferation [38].

The co-expression of NA10hd and Nras in hematopoietic stem cells conferred the strongest engraftment advantage in vivo than NV or NA10hd alone. In addition, a transplantation assay of single NAV HSC-derived cells after 10-day feeder-free in vitro culture showed that the NAV HSC derivatives could efficiently reconstitute the whole blood lineages in all the recipients. These results suggested that NA10hd and NrasG12D gene could synergistically enhance the competitiveness and preserve stemness of hematopoietic stem cells. Since NA10hd and NV HSC employs mostly distinct signaling pathways yet share a similar trend for a group of genes to confer competitiveness, how NA10hd and NV collaborate to eventually confer a competitive advantage in HSC deserves further investigation. In addition, it would be of great interest to investigate whether the NAV modification could be introduced into pluripotent stem cells to capture bona fide HSC regenerated from pluripotent stem cells.

In conclusion, HSC with NrasG12D and NUP98-HOXA10HD gene-modifications possess a super engraftment advantage and preserved their multi-lineage potential after in vitro culture. Thus, we established a super-sensitive readout system reporting the existence of HSC on the culture condition at single cell resolution, which could be beneficial for screening induced HSC from pluripotent stem cells.

## Figures and Tables

**Figure 1:**
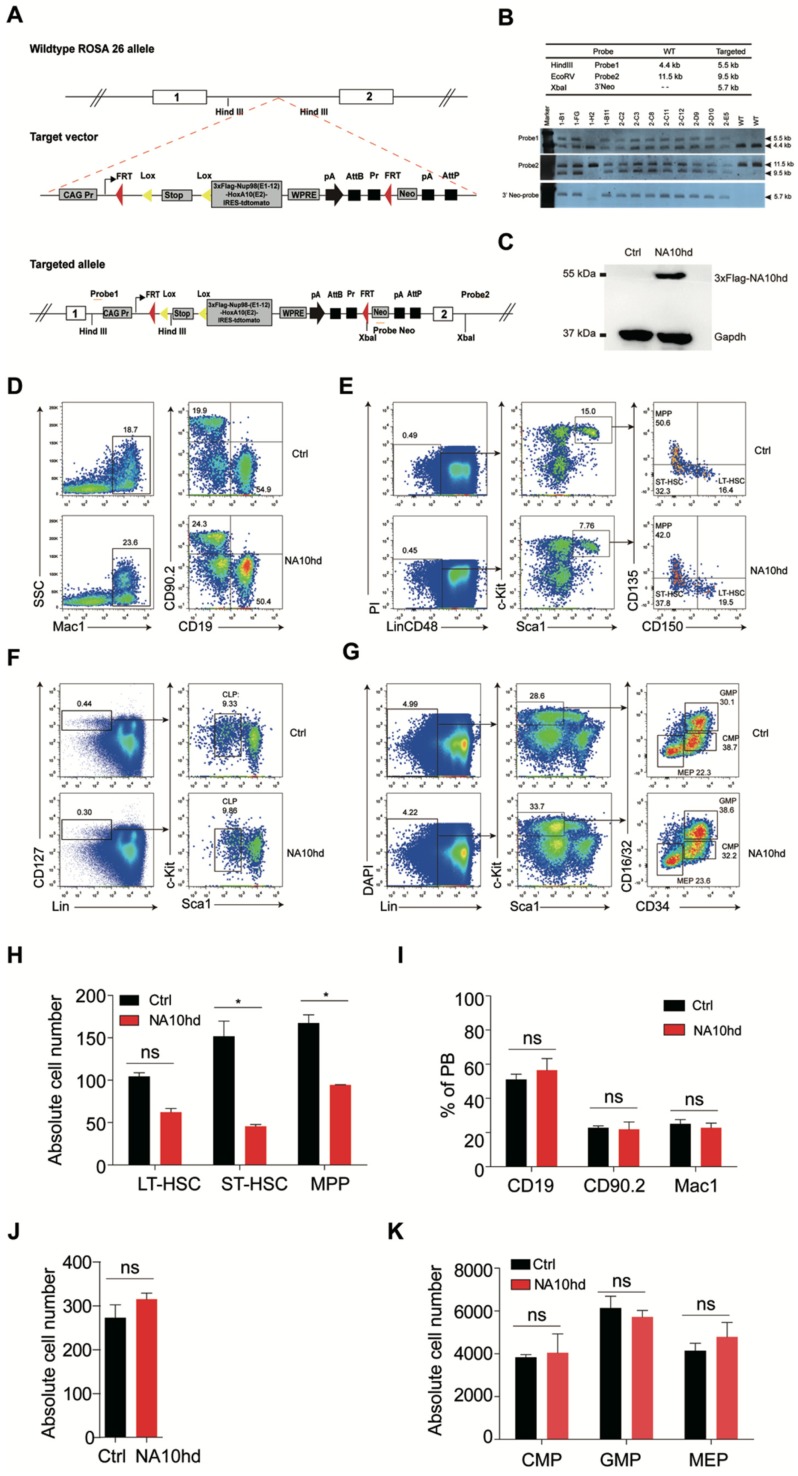
Establishment and analysis of multi-lineage hematopoiesis and hematopoietic progenitors in NA10hd transgenic mice. (**A**) Schematic diagram of mouse embryonic stem cell (ESC) targeting strategy for 3xFlag-NA10hd expression elements in the ROSA26 locus. (**B**) Southern blot analysis of targeted ESC clones. (**C**) Western blot of 3xFlag-NA10hd fusion protein in NA10hd^LSL/+^; Vav-Cre mice. Bone marrow nucleated cells of NA10hd^LSL/+^; Vav-Cre mice or control mice (NA^LSL/+^, Ctrl) were analyzed. (**D**–**G**) Flow cytometric analysis of hematopoietic lineages in peripheral blood and bone marrow. Representative flow plots of hematopoietic lineage analysis in peripheral blood (**D**), hematopoietic stem/progenitor cell (hematopoietic stem cell, HSC/multipotent progenitor, MPP) (**E**), common lymphoid progenitor (CLP) (**F**), and myeloid progenitor (MP) (**G**) in bone marrow of NA10hd and control mice are shown. Data are representative of three independent experiments. (**H**) The absolute cell number of Lin^−^CD48^−^c-Kit^+^Sca1^+^CD135^+^CD150^−^ MPP, Lin^−^CD48^−^c-Kit^+^Sca1^+^CD135^−^CD150^−^ ST-HSC, and Lin^−^CD48^−^c-Kit^+^Sca1^+^CD135^−^CD150^+^ LT-HSC in one million bone marrow cells of NA10hd and control mice was calculated. Lin cocktail includes CD2, CD3, CD4, CD8, B220, Mac1, Gr1, and Ter119. (**I**) The percentages of Mac1^+^ myeloid cells and CD19^+^ B cells and CD90.2^+^ T cells in peripheral blood of NA10hd mice. (**J**–**K**) The absolute number of Lin^−^CD127^+^c-Kit^mid^Sca1^+^CLP (**J**), Lin^−^CD127^−^c-Kit^+^Sca1^+^CD16/32^+^CD34^+^ GMP, Lin^−^CD127^−^c-Kit^+^Sca1^+^CD16/32^mid^CD34^mid^ CMP, and Lin^−^CD12^−^c-Kit^+^Sca1^+^CD16/32^−^CD34^−^ MEP (**K**) in one million bone marrow cells of *NA10hd* and control mice was calculated based on a respective percentage measured by flow cytometric analysis. Data are represented as means ± SD. An unpaired Student’s t-test (two-tailed) was performed. *N* = 3 mice, * *p* < 0.05, ns indicates not significant.

**Figure 2:**
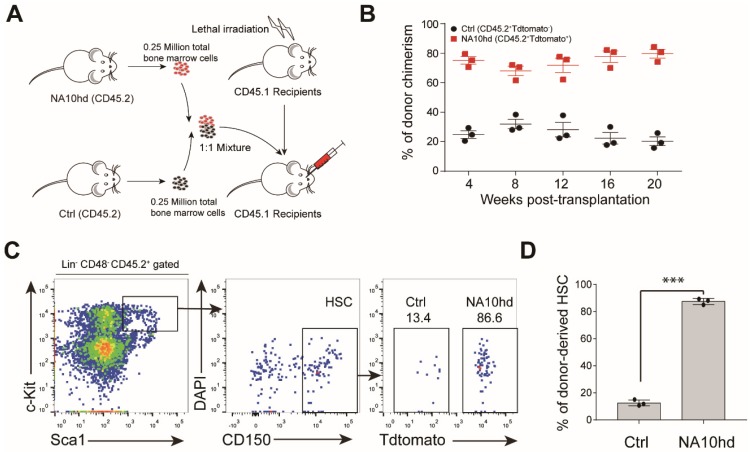
Hematopoietic stem cells expressing NA10hd protein demonstrates a competitive engraft advantage. (**A**) Diagram of the competitive transplantation assay of NA10hd and the littermate control (NA10hd^LSL/+^, CD45.2) bone marrow hematopoietic stem cells. NA10hd and control bone marrow nucleated cells were transplanted into lethally irradiated (2 × 5.0 Gy) recipients (CD45.1) at a ratio of 1:1, and the percentage of donor cells and donor-derived specific lineage within donor-derived cells in peripheral blood were analyzed regularly after transplantation. (**B**) Donor chimerism in peripheral blood. (**C**) Flow cytometric analysis of donor-derived (NA10hd or control) hematopoietic stem cell (HSC) proportion in bone marrow of recipients 20 weeks post transplantation. Data are representative of two independent experiments. (**D**) Statistical analysis of *NA10h*d or control donor-derived HSC in recipient bone marrow 20 weeks post-transplantation. Data are represented as means ± SD. Unpaired Student’s t-test (two-tailed) was performed. Three mice, *** *p* < 0.001.

**Figure 3:**
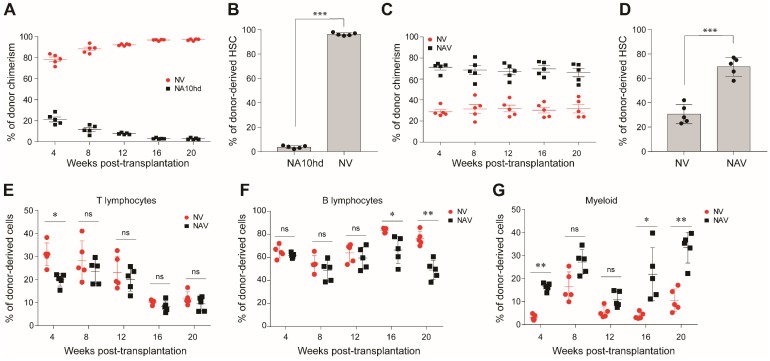
Comparison of engraftment competitiveness of NA10hd and NrasG12D^LSL/+^; Vav1-Cre (NV) hematopoietic stem cells. (**A**) Donor-derived cell chimerism in peripheral blood. NV and NA10hd bone marrow nucleated cells were transplanted into lethally irradiated (2 × 5.0 Gy) recipients (CD45.1) at a ratio of 1:1, and the percentage of donor cells in peripheral blood was analyzed regularly after transplantation. (**B**) The proportion of NA10hd or NV HSC in recipient bone marrow was measured by flow cytometric analysis 20 weeks post-transplantation. (**C**) Donor-derived cell chimerism in peripheral blood. NAV and NV bone marrow were transplanted into lethally irradiated (2 × 5.0 Gy) recipients (CD45.1) at a ratio of 1:1, and the donor cells in peripheral blood was analyzed regularly after transplantation. (**D**) The proportion of NV or NAV HSC were measured by flow cytometric analysis 20 weeks post-transplantation. (**E**–**G**) Donor-derived percentages of T lymphocytes (**E**), B lymphocytes (**F**), and myeloid cells (**G**) in peripheral blood were analyzed regualrly after transplantation. Data are represented as means ± SD. Unpaired Student’s t-test (two-tailed) was performed. *N* = 5 mice. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns indicates no significant. NrasG12D and NUP98-HOXA10HD enhance the competitiveness of HSC via distinct signaling mechanisms.

**Figure 4:**
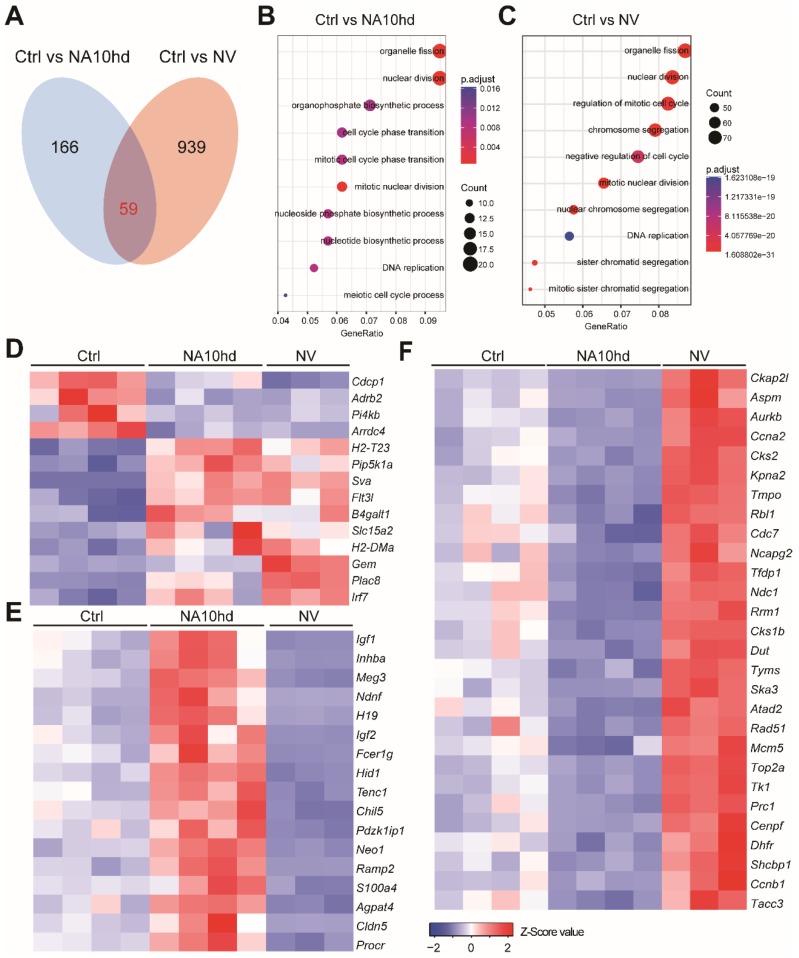
Gene expression pattern in HSC altered by NA10hd and NV expression. For each RNA-Seq sample, one thousand HSC (Lin^−^c-Kit^+^Sca1^+^CD135^−^CD150^+^) from NA10hd, NV, or littermate control mice were sorted as input cells. The raw reads (fastq files) were aligned to NCBIM37 mouse genome by hisat2 software. Gene expression value (raw counts) was extracted using featureCounts. DESeq2 was used to normalize the gene expression matrix and find out the differential expression genes (DEGs). (**A**) Overlap DEGs (p.adj < 0.05, fold change > 1.5) in NA10hd-HSC and NV-HSC compared with control (Ctrl) HSC. (**B**) GO enrichment (EGO) analysis of differential expression genes (DEGs) in NA10hd-HSC. The EGO analysis was performed by a clusterProfiler R package. (**C**) GO enrichment (EGO) analysis of DEGs in NV-HSC. (**D**) Heatmaps of overlapping DEGs with a similar expression alteration trend in NA10hd-HSC and NV-HSC. (**E**) Heatmaps of DEGs that were up-regulated in NA10hd but down-regulated in NV-HSC. (**F**) Heatmaps of DEGs that were down-regulated in NA10hd but up-regulated in NV-HSC. Heatmaps were plotted by gplots (heatmap.2). Columns represent the indicated biological replicates of each population (**D**–**F**).

**Figure 5:**
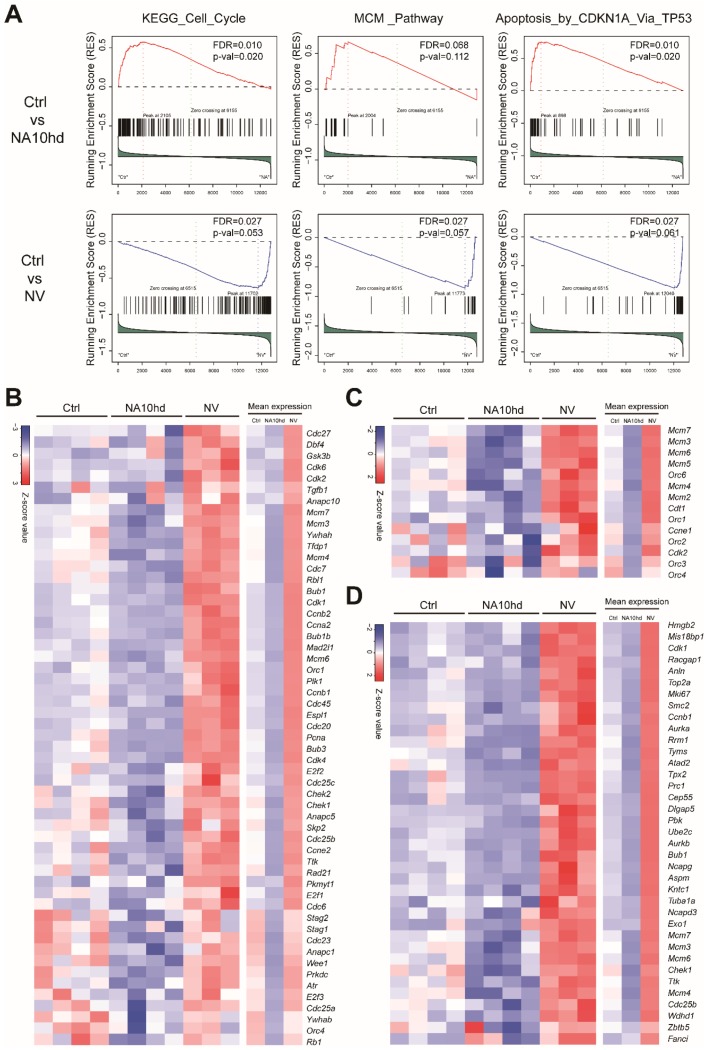
Gene set enrichment analysis (GSEA) showed opposite-signaling patterns in HSC altered by NA10hd and NV expression. (**A**) The gene sets of the KEGG_Cell_Cycle, MCM_Pathway, and Apoptosis_by_CDKN1A_Via_TP53 signaling pathways from the public GSEA database (http://software.broadinstitute.org/gsea/downloads.jsp) were used for GSEA analysis using the GSEA R package. Nominal *p* value, empirical phenotype-based permutation test (*p* < 0.05, FDR < 0.25). (**B**) Heatmaps represent the expression of leading-edge genes in a KEGG_Cell_Cycle pathway. (**C**) Heatmaps represent the expression of leading-edge genes in an MCM pathway. (**D**) Heatmaps represent the expression of leading-edge genes in Apoptosis_by_CDKN1A_Via_TP53 signaling pathways. Columns represent the indicated biological replicates of each population (**B**–**D**).

**Figure 6:**
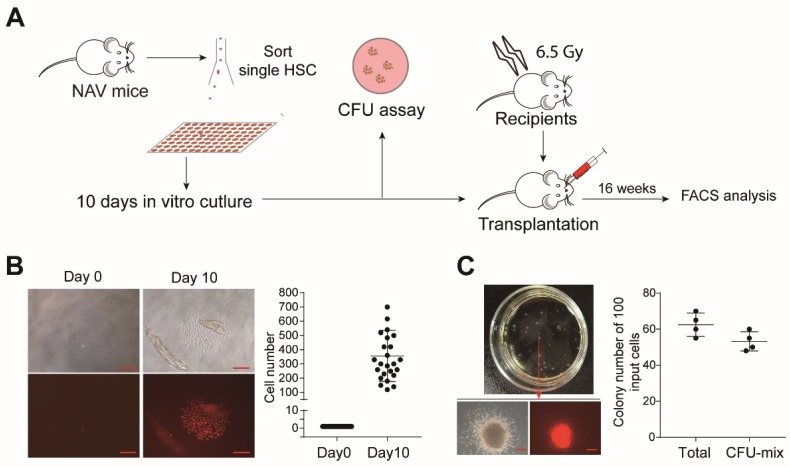
Evaluation of multi-lineage potential by a colony forming assay using 10-day-cultured single NAV HSC. (**A**) Schematic diagram of feeder-free culture of single NAV HSC and subsequent function assessment. (**B**) Colony morphology formed by single NAV HSC after the 10-day culture. Single HSC were sorted into individual 96-wells and cultured in defined feeder-free medium (StemSpan™ SFEM plus with 100 ng/mL mSCF 20 ng/mL human IL11, β-mercaptoethanol (2000-fold diluted)). Representative images from day 0 and day 10 were shown. The absolute cell number of cells within each colony was counted at day 10, and only colonies with more than 100 cells per well were further analyzed. Scale bars, 200 µm. (**C**) Colony-forming unit (CFU) assay of in vitro cultured cells. Half of the cells from individual colonies with homogeneous morphology were used as input for the CFU assay. Total CFU and CFU-mix colonies were counted. Scale bars, 200 µm.

**Figure 7:**
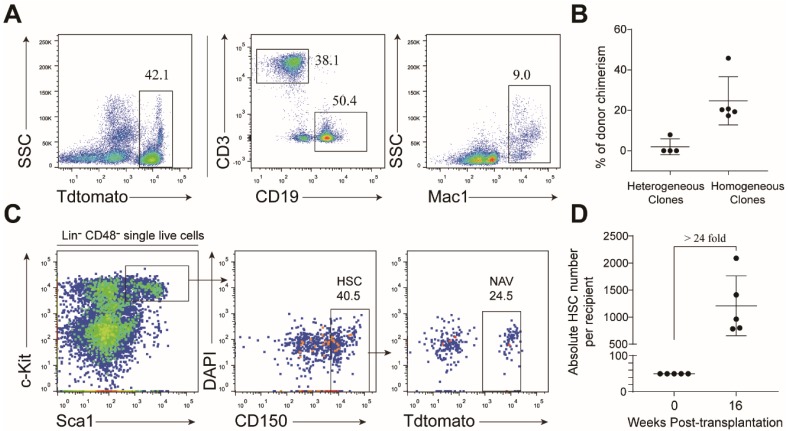
Evaluation of multi-lineage potential of cultured single NAV HSC by transplantation. (**A**) Representative flow cytometric analysis of donor (NAV)-derived lineages in recipients transplanted with 10-day cultured cells. Fifty cells collected from each colony were transplanted into sublethally irradiated (6.5 Gy) mice (CD45.1). Flow cytometric analysis was performed to assess the lineages of donor-derived cells in peripheral blood 16 weeks post-transplantation. (**B**) The percentage of donor-derived cells in peripheral from heterogeneous and hemogeneous clones. Data are presented as means ± SD. (**C**) Flow cytometric analysis of donor (NAV)-derived phenotypic HSC in the bone marrow of recipients 16 weeks post-transplantation. (**D**) The absolute number of donor (NAV)-derived HSC. Data are represented as means ± SD. Data are either representative plots from two independent experiments (**A**,**C**), or are pooled from two independent experiments (**B**,**D**).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/8/9/951/s1. Figure S1. Flow cytometric analysis of multi-lineage hematopoiesis and hematopoietic progenitors in aged NA10hd transgenic mice. Figure S2. Sorting strategy of HSC. Figure S3. Heatmaps present the relative expression level of genes that affect hematopoietic stem cell activity. Figure S4. Colony morphology formed by single NAV-HSC after 10-day culture on feeder-free condition. Table S1. Differential expression genes between NA10hd-HSC and control HSC. 

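Table S1 gives, for each DEG, the mean of the normalized counts over the libraries compared, the log2 fold change of NA10hd over control and its p and adjusted p from DESeq2. Of its 225 genes, 212 were found by symbol among the counted genes and 209 were tested by edgeR. All 209 had the direction of the table and an unadjusted p under 0.05, and 1 was a DEG by edgeR. DESeq2 run on the deposited counts called 207 of the 212.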

Table S2. Differential expression genes between NV-HSC and control HSC.

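Table S2 gives the same columns for NV over control. Of its 998 genes, 946 were found by symbol and 919 were tested by edgeR, all with the direction of the table. As DEGs, 604 of them were called by edgeR and 943 of the 946 by DESeq2.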

# Supplementary material for: Synergy of NUP98-HOXA10 Fusion Gene and NrasG12D Mutation Preserves the Stemness of Hematopoietic Stem Cells on Culture Condition
**Source:** Cells. 2019 Aug 22;8(9):951. doi: 10.3390/cells8090951
**Supplement:** Supplementary file 1

**Supplementary Figure legends**

**Figure S1. Flow cytometric analysis of multi-lineage hematopoiesis and hematopoietic progenitors in aged NA10hd transgenic mice.** Bone marrow nucleated cells of 12-month-old NA10hd^LSL/+^;Vav-Cre mice or littermate control (Ctrl) mice (NA^LSL/+)^ were analyzed. (A-D) Flow cytometric analysis of hematopoietic lineages in peripheral blood and bone marrow. Representative flow plots of hematopoietic lineage analysis in peripheral blood (A), hematopoietic stem/progenitor cell (HSC/MPP) (B), common lymphoid progenitor (CLP) (C) and myeloid progenitor (MP) (D) in bone marrow of NA10hd and control mice are shown. Data are representative of two independent experiments. (E) The absolute cell numbers of MPPs, Lin^-^CD48^–^c-Kit^+^Sca1^+^CD135^-^ CD150^–^ ST-HSC and Lin^–^CD48^–^c-Kit^+^Sca1^+^CD135^-^CD150^+^ LT-HSC in one million bone marrow cells of NA and control mice were calculated. Lin cocktail includes CD2, CD3, CD4, CD8, B220, Mac1, Gr1, Ter119. (F) The percentages of Mac1^+^ myeloid cells and CD19^+^ B cells and CD90.2^+^ T cells in peripheral blood of NA10hd mice or control mice. The absolute number of Lin^–^ CD127^+^c-Kit^mid^ Sca1^+^ CLPs (G), Lin^–^CD127^–^c-Kit^+^Sca1^+^CD16/32^+^CD34^+^ GMPs, Lin^–^CD127^–^c-Kit^+^Sca1^+^CD16/32^mid^CD34^mid^ CMPs, and Lin^–^CD127^–^c-Kit^+^Sca1^+^ CD16/32^-^CD34^-^ MEPs (H) in one million bone marrow cells of NA and control mice were calculated based on respective percentage measured by flow cytometry analysis. Data are represented as means ± SD. Unpaired Student’s t-test (two-tailed) was performed. N = 3 mice, * p <0.05, * * p <0.01, * * * p <0.001, ns indicates not significant.

**Figure S2. Sorting strategy of HSC.** Bone marrow nucleated cells were first incubated with purified CD16/32 antibodies for ten minutes on ice, and then stained with the antibodies mixture of Lin (CD2, CD3, CD4, CD8, CD19, B220, Gr1, Mac1, Ter119), CD48, c-Kit, Sca1, CD135 and CD150. The HSC were sorted by Lin/CD48^-^ c-Kit^-^ Sca1^-^ CD135^-^ CD150^+^.

**Figure S3. Heatmaps present the relative expression level of genes that affect hematopoietic stem cell activity.** The hematopoietic stem cell activity related genes were collected from literatures [1-4]. Heatmaps were plotted by gplots (heatmap.2) R package. Columns represent the indicated biological replicates of each population.

**Figure S4. Colony morphology formed by single NAV-HSC after 10-day culture on feeder-free condition.** (A) Representative images of the colonies with homogeneous daughter cells. (B) Representative images of the colonies with heterogeneous daughter cells. Single NAV-HSC were sorted into 96-well low adhesion U plate containing with 150 µL culture medium (150 µL culture medium (StemSpan™ SFEM (stem cell, #09650) 100 ng/mL mSCF + 20 ng/mL human IL11 + β-mercaptoethanol (1:2000)). Half-medium replacement was performed every other day. Scale bars, 200 µm.

**References**

1. Deneault E, Cellot S, Faubert A, Laverdure JP, Frechette M, Chagraoui J, et al. A functional screen to identify novel effectors of hematopoietic stem cell activity. Cell. 2009;137(2):369-79. Epub 2009/04/22. doi: 10.1016/j.cell.2009.03.026. PubMed PMID: 19379700.

2. Lawrence HJ, Christensen J, Fong S, Hu YL, Weissman I, Sauvageau G, et al. Loss of expression of the Hoxa-9 homeobox gene impairs the proliferation and repopulating ability of hematopoietic stem cells. Blood. 2005;106(12):3988-94. Epub 2005/08/11. doi: 10.1182/blood-2005-05-2003. PubMed PMID: 16091451; PubMed Central PMCID: PMC1895111.

3. Brun AC, Bjornsson JM, Magnusson M, Larsson N, Leveen P, Ehinger M, et al. Hoxb4-deficient mice undergo normal hematopoietic development but exhibit a mild proliferation defect in hematopoietic stem cells. Blood. 2004;103(11):4126-33. Epub 2004/02/14. doi: 10.1182/blood-2003-10-3557. PubMed PMID: 14962901.

4. Ferrell CM, Dorsam ST, Ohta H, Humphries RK, Derynck MK, Haqq C, et al. Activation of stem-cell specific genes by HOXA9 and HOXA10 homeodomain proteins in CD34+ human cord blood cells. Stem Cells. 2005;23(5):644-55. Epub 2005/04/26. doi: 10.1634/stemcells.2004-0198. PubMed PMID: 15849172.

How the deposited data were processed for this re-analysis (not part of the article)

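RNA-Seq counts of HSC from control (4 libraries), NA10hd (4 libraries) and NV (3 libraries) mice were analysed, 11 libraries in all. The authors sorted the cells, amplified cDNA, prepared Nextera XT libraries, sequenced them on a NextSeq500, aligned the reads to NCBIM37 with Hisat2 and counted them per gene with featureCounts. The deposited table holds these raw counts for 37991 Ensembl gene IDs, without normalization. Symbols and positions came from the GENCODE annotation of the same build, which held 37205 of the IDs, and 786 IDs had none. Libraries were grouped by the genotype in their labels. Total counts per library ranged from 5464815 to 14283008 with a median of 10639180.

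DEGs were called with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default filter on low counts and the quasi-likelihood test. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5. Each of the 3 comparisons (NA10hd with control, NV with control, NA10hd with NV) was fitted on its own libraries, since the base means in Tables S1 and S2 differ. CPM were counts scaled to the library's total times its TMM factor, and limits from counts of 0 and folds against them used the total itself. Of a gene at 0 counts in a whole group, the limit was taken as 3 counts over the group. Lists of genes were tested with camera (limma 3.58.1) at its preset correlation of 0.01 between genes, and again with an estimated correlation and with fry. The 8 main lists were tested, with p adjusted over them by Benjamini-Hochberg: the S phase and G2/M lists of Seurat 5.3.0, and the Cdk, Cdc, Mcm, Orc, apoptosis-related and HSC activity genes the paper names. Other lists were written from general knowledge before the counts were read, and p was adjusted over these apart. They held the genes Trim27 and Smarcc1, targeted genes, sex-specific genes, imprinted genes, interferon response genes, transcripts induced by MEK/ERK, Stat5 targets, and markers of endothelial, stromal, erythroid, myeloid and lymphoid cells, megakaryocytes, multipotent progenitors and long-term HSC. Fisher's exact tests were two-sided and used the tested genes as background.

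Genes were named by a fixed rule: every gene the paper's text names from the RNA-Seq, the 14 genes with one direction in both Tables S1 and S2, the 5 largest increases and 5 largest decreases among DEGs whose libraries did not overlap, the targeted genes, 5 sex-specific genes, and members of the other lists that were called. The values of Tables S1 and S2 and of Figures 4 and 5 had been seen when the rule was written.

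The alternatives set before the data were examined were DESeq2 1.42.0, limma-voom, DESeq2's size factors within edgeR, no filter on low counts, a filter of 10 counts in every library, all 3 groups in one fit, a replicate block, a test against the fold threshold (glmTreat), no fold threshold, and each library left out in turn. Sex as a covariate, libraries matched for sex, the likelihood ratio test of edgeR, a robust quasi-likelihood fit and DESeq2 without NA10hd replicate 4 were added after seeing the data. Libraries matched for sex held the same kinds of counts (Xist, Y-linked or both), not the same share of each sex. All splits of the compared libraries into groups of the same sizes were fitted too, 35 per comparison. For shared control libraries, 20 pairs of unchanged groups were simulated around the mean of the real control libraries. This leaves out the error of that mean, which shared control libraries bring to both comparisons. Calls were tested on simulated counts with 200 changed genes per comparison and a further list of genes at a log2 fold change of -0.8. Each simulated gene had the same dispersion in both groups, unlike the real groups. In NV against control, the quasi-likelihood test recovered 139 of the 200 with 4.27% of all its calls false. The others recovered 134 with 3.82% (limma-voom), 152 with 13.2% (likelihood ratio test) and 152 with 15.1% (DESeq2). Figures were drawn with matplotlib 3.10.9.

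GO enrichment and GSEA were left out, since the gene sets were not available. Other experiments of the paper have no deposited counts. Intervals and limits from counts cover counting error only.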

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

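The tests in this part chosen only after the result was seen are those on sex, the splits of the libraries for the gene lists, all checks of the HSC activity, long-term HSC, imprinted, megakaryocyte and interferon response lists, the simulation for the interferon response genes, the correlations and the S phase score of NA10hd replicate 4, the sum over the stromal genes and both tests on Sva.

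In 13 of 159 groups of 4 values, 1 library lay far from the other 3 (a gap above Dixon's 95% critical value). In 5 of the 13 (Ddc, F420014N23Rik, Matn2 and Kcnj5 in 2 groups) the other 3 libraries had 0 counts, which gives this gap for any value, and 8 of the other 154 groups remain. Chance gives this in about 1 in 20 groups, and values of related genes are not independent. NV, with 3 libraries, was not tested this way. Of the 13, 5 were in control and 8 in NA10hd (3 in replicate 4, 3 in replicate 2 and 2 in replicate 3). NA10hd replicate 4 stood apart in the mean of the Cdk genes (-1.40 against -0.28 to -0.15 relative to control), in Mcm5 (147 CPM against 33.7 to 52.2) and in Plac8 (46.5 CPM against 107 to 114). The other values in NA10hd were Cdc25a in replicate 3 (5.36 CPM against 16.8 to 17.7), St6galnac2 in replicate 3 (10.7 CPM against 0 to 1.67), Tpx2 in replicate 2 (8.84 CPM against 4.40 to 5.04), Kcnj5 in replicate 2 (1.67 CPM against 0) and Matn2 in replicate 2 (0.876 CPM against 0). In control they were Ccnb1 in replicate 2 (51.3 CPM against 21.5 to 24.2), Pip5k1a in replicate 3 (19.0 CPM against 27.4 to 28.8), Kcnj5 in replicate 3 (0.479 CPM against 0), Ddc in replicate 1 (0.358 CPM against 0) and F420014N23Rik in replicate 4 (0.269 CPM against 0). The last 2 rest on 2 counts each. No technical or biological explanation was tested for single values.

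The effects of NA10hd and NV on the cell cycle differed when tested directly between the 2. The median log2 fold change of NA10hd against NV was -1.36 for S phase, -2.42 for G2/M, -1.58 for Cdk, -0.94 for Cdc, -1.40 for Mcm, -0.87 for Orc and -3.54 for apoptosis-related genes. The study chose the last 5 lists for this difference on these libraries, so only the S phase and G2/M lists are free of that choice. Over 35 splits the smallest share is 2.86%, and no adjustment was made over the lists, here and below. At this level, chance could be excluded for the S phase and G2/M genes in all 3 comparisons. It could not be excluded for the Orc genes in any of them, for the Cdk genes in NA10hd and for the apoptosis-related genes in NV. For the Cdk, Cdc, Mcm and apoptosis-related genes in the other comparisons, chance cannot be told apart, because the study's choice on these libraries favours the real split. With all libraries thinned to 5464815 counts, the G2/M medians against control were -0.83 in NA10hd and 1.61 in NV. With the trend of the fold changes on gene length and GC content removed, they were -0.82 and 1.51, and without mitochondrial and ribosomal protein genes, -0.85 and 1.55. These values argue against depth, length or GC content, and a few abundant genes as the cause. Between libraries matched for sex, the medians were -0.42 and 1.21, both still past an unadjusted p of 0.05 by camera. In NA10hd, where the matched libraries were all male, this argues against sex as the whole cause. In NV sex cannot be told apart, since the matched libraries held both sexes and the share of each was not matched. The smaller median in NA10hd came with NA10hd replicate 4 and 2 control libraries left out, so a part played by sex stays open. A different share of multipotent progenitors in the sorted cells cannot be told apart, since only 5 or 6 of their 9 marker genes were tested and these went both ways (median 0.14 in NA10hd, camera, adjusted p = 0.846, and 0.29 in NV, adjusted p = 0.117). Their mean log2 CPM relative to control was -0.56 in NA10hd (libraries at -1.23 to 0.14) and 0.58 in NV (0.41 to 0.70). Control libraries lay at -0.74 to 0.32. These means go the way of the cell cycle genes, but only in NV did all libraries lie beyond control. A change of the cell cycle of HSC by the genotypes stays a hypothesis, and the share of cycling cells was not measured in these libraries.

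The HSC activity genes and the markers of long-term HSC, a list that shares no gene with them, were higher in NA10hd than in NV, with medians of 0.97 and 1.22 (camera, adjusted p = 5.11e-06 and adjusted p = 3.84e-15, higher in 8 of 8 and 11 of 11 genes). The study names the HSC activity genes as those higher in NA10hd in these libraries, so their direction and p are not independent evidence. Against control, the long-term HSC markers had a median of 0.20 in NA10hd (11 of 11 higher; camera, adjusted p = 0.00123; 0.235 under an estimated correlation between genes) and -0.83 in NV (11 of 11 lower; adjusted p = 4.32e-14; 0.0591). Over the splits, chance could be excluded for the long-term HSC markers between NA10hd and NV and in NV, but not in NA10hd. For the HSC activity genes it could not be excluded in NV, and in the other 2 comparisons it cannot be told apart because of the study's choice. Thinning gave 0.97 and 1.26 between NA10hd and NV, and removal of the trend on length and GC content 0.95 and 1.14, which argues against both. In libraries matched for sex, the HSC activity genes had medians of 0.47 in NA10hd and -0.22 in NV, and the long-term HSC markers 0.13 and -0.66, of which all but -0.22 were past an unadjusted p of 0.05 by camera. That argues against sex as the cause in NA10hd, where the matched libraries were all male. In NV sex cannot be told apart, since the share of each sex was not matched. The HSC activity genes were also not past the threshold in the fewer libraries there. A different make-up of the sorted cells and a change within HSC both stay open and were not tested against each other.

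Imprinted genes were higher in NA10hd than in control, with a median of 0.61, and higher than in NV, with a median of 1.56 (14 of 15 higher; camera, adjusted p = 3.84e-15; 0.00475 under an estimated correlation between genes). Over the splits, chance could be excluded for both but not for the fall in NV, with a small margin in NA10hd (0.61 against 0.58 in the next split). Between NA10hd and NV the median was 1.82 after thinning and 1.21 with the trend on length and GC content removed, which argues against depth and this trend as the whole cause. Against control, removal of the trend took the median from 0.61 to 0.30 in NA10hd and from -1.00 to -0.69 in NV, so a part of it stays open to the trend. Between libraries matched for sex it was 0.17 in NA10hd and -0.59 in NV, both past an unadjusted p of 0.05 by camera. In NA10hd this argues against sex as the whole cause, though the median fell with it. In NV sex cannot be told apart, since the share of each sex was not matched. The endothelial genes Ramp2 (58.7 CPM in NA10hd, 12.1 in control and 1.63 in NV) and Cldn5 (31.8, 9.04 and 0.695 CPM) moved in the same way as H19 and Igf2. The list of 12 endothelial markers, of which 9 reached 1 CPM over all libraries and 1 each is also among the long-term HSC and the megakaryocyte markers, had a median of 0.19 in NA10hd (8 of 9 higher; camera, adjusted p = 0.000872; 0.104 under an estimated correlation between genes), -0.89 in NV (7 of 10 lower; adjusted p = 0.00117; 0.0801) and 1.11 between them (8 of 10 higher; adjusted p = 2.58e-08; 0.0389). Over the splits, chance could be excluded for the last 2. Stromal cells in the NA10hd sort cannot be told apart by their genes. Col3a1, Dcn, Lum and Bglap had 0 counts in every group and so do not separate the groups. Col1a1 had 38 counts in NA10hd, 3 in control and 5 in NV, while Pdgfra had 2, 12 and 11. Adipoq and Lepr had 0 counts in NA10hd and NV, and 10 and 9 in control. Endothelial cells in the NA10hd sort cannot be told apart from a change within HSC. The other endothelial and stromal markers had a median of 0.19 in NA10hd (8 of 10 higher), not past the threshold of camera, and too few were tested. A direct action of the genotypes on imprinted genes was not tested.

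Markers of megakaryocytes were higher in NV than in control, with a median of 1.01 (6 of 8 higher, 5 DEGs; camera, adjusted p = 0.00012; 0.0591 under an estimated correlation between genes), and lower in NA10hd than in NV, with a median of -1.21 (5 of 8 lower; adjusted p = 0.00333; 0.193). In NA10hd their median was -0.17 (adjusted p = 0.816). Over the splits, chance could be excluded between NA10hd and NV, with a small margin (1.21 against 1.18 in the next split, without sign), but not in NV against control. The median in NV was 1.01 after thinning and 0.99 with the trend on length and GC content removed, which argues against both. It was 0.89 in libraries matched for sex, but the share of each sex was not matched, so sex cannot be told apart. Pf4 rose from 20.8 to 158 CPM, Gata1 from 13.5 to 91.3 CPM and Itga2b from 58.5 to 145 CPM, while Vwf fell from 220 to 124 CPM. Megakaryocytes or platelets in the NV sort cannot be told apart from a megakaryocyte programme within NV HSC, since the counts of a sorted pool do not show which cells held them.

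Interferon response genes, which the paper does not discuss as a group, were higher in NV, with a median of 0.89 (14 of 15 higher, 7 DEGs; camera, adjusted p = 3.46e-14; 0.0591 under an estimated correlation between genes). In NA10hd their median was 0.28 (13 of 15 higher, 0 DEGs by edgeR with 4 at an unadjusted p under 0.05; camera, adjusted p = 0.00111; 0.117), and between NA10hd and NV -0.42 (11 of 15 lower; adjusted p = 0.000724; 0.111). Over the splits, chance could be excluded in NV (0.89 against 0.85 in the next split) and between NA10hd and NV (0.42 against 0.38, without sign) but not in NA10hd (0.28 against 0.37). The median of -0.42 between NA10hd and NV, which uses no control library, argues against the shared control libraries as the whole cause in NV. In NA10hd the shared control libraries cannot be told apart. The median there was above the 0.22 reached in 20 simulated pairs of unchanged groups. That simulation holds modelled spread only and leaves out the error of the control mean, so it cannot decide this. The median was 0.27 and 0.87 after thinning and 0.30 and 0.90 with the trend on length and GC content removed, which argues against these too. In libraries matched for sex it was 0.39 in NA10hd, which argues against sex there. It was 0.68 in NV, where sex cannot be told apart because the share of each sex was not matched. A difference in the health or housing of the mice and a change by the genotypes stay open and were not tested.

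Sva had at least 47 counts in every NA10hd and NV library and 0 counts in every control library, the only gene with 0 counts in control and at least 5 in each other library. At the lowest level of the other libraries, 169 counts would have been counted in control, which argues against depth. A changed region around Sva, such as the site of a transgene, cannot be told apart: of 5 expressed genes within 500 kb, 0 changed in the same direction in both genotypes at an unadjusted p under 0.05 by edgeR, but such a change could be limited to Sva. A strain variant and a change by the genotypes were not tested.

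NA10hd replicate 4 had 216 Xist counts, a gene the paper does not discuss. A different sex of the mice between groups may explain the X-linked and Y-linked differences, since 1 NA10hd library held Xist and no Y-linked counts. This library lay far from all others. Its correlations of log2 CPM were 0.850 to 0.854 with the NV libraries, 0.870 to 0.877 with the control libraries and 0.862 to 0.879 with the other NA10hd libraries. A highest value of 0.854 with NV argues against a mislabelled NV library. These values leave a mislabelled control library open, but its S phase score of -0.92 (mean log2 CPM relative to control) argues against one. The control libraries lay at -0.07 to 0.13, the other NA10hd libraries at -0.70 to -0.54, and 1000 random sets of genes of the same level at -0.72 to 0.33 in this library. It also held 47 Sva counts, where every control library held 0, and Hoxa9 at 311 CPM, against 141 to 176 CPM in control. On the first principal component (32.9% of the variance) it lay at -57.2, on the side of the other NA10hd libraries (-30.5 to -10.0), and on the second (18.8%) at -39.3, opposite to NA10hd replicates 2 and 3 (26.9 and 39.5). The paper does not give the sex of the mice in these libraries.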

How the results depend on the processing

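Of the tests in this part, those with sex as a covariate, libraries matched for sex, the likelihood ratio test, the robust fit and DESeq2 without NA10hd replicate 4 were chosen only after the result was seen. With all libraries, the quasi-likelihood test called 1 DEG of NA10hd, 641 of NV and 685 between the 2. It called 1 shared DEG (0 with the same direction, 0 higher in NA10hd and lower in NV, 1 lower in NA10hd and higher in NV). Among the S phase and G2/M genes it called 1 DEG of NA10hd and 59 of NV. DESeq2's size factors, no fold threshold and the robust fit left all of these within 1.5 times.

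By DESeq2 the DEGs numbered 238 in NA10hd, 1015 in NV and 1472 between them, with 61 shared (17, 16 and 28 in the order above) and 16 S phase or G2/M genes for NA10hd. DESeq2 without NA10hd replicate 4 gave 260 and 1526, with 67 shared (19, 16 and 32) and 19 such genes. The likelihood ratio test gave 117, 1014 and 1231, with 42 shared (9, 13 and 20) and 13 such genes. On simulated counts, where a gene had the same dispersion in both groups, DESeq2 and the likelihood ratio test made more false calls than the quasi-likelihood test. All 3 groups in one fit gave 39, 155 and 1152, with 14 shared (2, 5 and 7), and 9 S phase or G2/M genes for NA10hd and 17 for NV. The number of NA10hd DEGs was 2 by limma-voom, 8 with no filter on low counts and 8 with the stricter filter. No filter gave 5 shared DEGs (2 with the same direction, 2 higher in NA10hd and lower in NV), and the stricter filter 4 (1 and 2). The cause of these changes was not tested.

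A test against the fold threshold itself (glmTreat) asks for more than a test against no change, and it called 0 DEGs of NA10hd (357 genes at an unadjusted p under 0.05), 133 of NV and 185 between them, with 0 shared DEGs (0 lower in NA10hd and higher in NV) and 0 and 22 S phase or G2/M genes. Sex as a covariate gave 0 DEGs of NA10hd by edgeR (738 at an unadjusted p under 0.05), 0 shared DEGs (0 lower in NA10hd and higher in NV) and 0 S phase or G2/M genes for NA10hd. Libraries matched for sex, which are fewer, gave 0 DEGs of NA10hd and 301 of NV, 0 shared DEGs (0 lower in NA10hd and higher in NV), and 0 and 36 S phase or G2/M genes.

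The replicate numbers of the labels did not pair the libraries, since the deviations of libraries with the same number had correlations of -0.09 to 0.03. With the number as a replicate block, edgeR called 0 DEGs of NA10hd (1264 genes at an unadjusted p under 0.05), 432 of NV and 581 between them, 0 shared DEGs (0 lower in NA10hd and higher in NV) and 0 S phase or G2/M genes for NA10hd, and the HSC activity genes in NV had a median of -0.27 and were not past the threshold. No other call on a list changed with the block.

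With each library left out in turn, the DEGs numbered 0 to 5 in NA10hd, 263 to 643 in NV and 146 to 771 between them. The shared DEGs numbered 0 to 4, those with the same direction 0 to 1, those higher in NA10hd and lower in NV 0 to 1 and those lower in NA10hd and higher in NV 0 to 2. The S phase and G2/M genes among the DEGs numbered 0 to 2 for NA10hd, with 2 without NA10hd replicate 4, and 36 to 62 for NV.

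Of 24 results on the 8 lists in 3 comparisons, 20 kept their direction and their side of an unadjusted p of 0.05 under every alternative that was run. The G2/M median ranged from -1.02 to -0.42 in NA10hd, 1.21 to 1.66 in NV and -2.58 to -1.92 between them. The other 4 were as follows. The Cdk genes in NA10hd were no longer past the threshold with sex as a covariate (-0.17), in libraries matched for sex (-0.18), under an estimated correlation between genes (-0.31), under fry (-0.31) and without NA10hd replicate 4. Their median was -0.46 to -0.19 with 1 library left out. The Orc genes in NA10hd were no longer past it in libraries matched for sex (-0.41). The Orc genes in NV came past it with no filter on low counts (0.25), under fry (0.24) and without NV replicate 1 (0.37), and their median was 0.10 to 0.37 with 1 library left out. The HSC activity genes in NV were no longer past it with sex as a covariate (-0.22), in libraries matched for sex (-0.22), under an estimated correlation (-0.27) and without control replicate 3 or 4 or NV replicate 1 or 3, and their median was -0.28 to -0.20 with 1 library left out. The cause was not tested.

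Of the values of single named genes and of the lists other than the 8, each under an alternative, 8824 kept direction and side of the threshold, 724 were no longer called, 305 became called and 0 reversed, where a change of sign counts only if the gene or list was called. The median log2 fold change of all genes stayed within 0.1 of 0 in each setting. Depth limits the genes near 0: a gene with 0 counts in all NV libraries was under 0.0820 CPM there, taken as 3 counts over the group.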

Differences from the paper's values

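Of the tests in this part, the likelihood ratio test of edgeR and DESeq2 without NA10hd replicate 4 were chosen only after the result was seen. The paper's methods name DESeq2, which is one of the alternatives here. The alternatives set before the data were examined are those of the section on processing.

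The paper gives 225 DEGs of NA10hd, and the quasi-likelihood test gave 1. DESeq2, with 238, came within 1.5 times of the paper's number, and it called 207 of the paper's 212 genes found in the counts. DESeq2's size factors, limma-voom, both other filters, all 3 groups in one fit, the replicate block, glmTreat, no fold threshold and each fit that left out a library did not. Of the 212 genes, limma-voom called 2, each of the other filters 7, all 3 groups in one fit 35 and the fit without NA10hd replicate 4 called 5, against 1 by the quasi-likelihood test on all libraries. DESeq2 without NA10hd replicate 4 did reach the paper's number, with 260, but it was chosen after seeing the values and drops 82 of the 212 genes. The likelihood ratio test did not, with 117, and called 105 of the 212 genes.

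The paper gives 998 DEGs of NV, and the quasi-likelihood test gave 641. DESeq2 (1015), no filter on low counts (686), the stricter filter (705) and no fold threshold (745) came within 1.5 times. DESeq2's size factors, limma-voom, all 3 groups in one fit, the replicate block, glmTreat and each fit that left out a library did not. Of the paper's 946 genes found in the counts, the quasi-likelihood test called 604, DESeq2 943, no filter 646, the stricter filter 645 and no fold threshold 605. The likelihood ratio test did, with 1014, but it was chosen after seeing the values and drops 40 of these genes.

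The paper gives 59 shared DEGs, 14 of them with the same direction, 17 higher in NA10hd and lower in NV and 28 lower in NA10hd and higher in NV. The quasi-likelihood test gave 1, 0, 0 and 1. DESeq2, with 61, 17, 16 and 28, came within 1.5 times of all 4, and it called 52 of the paper's 54 shared genes found in the counts in both comparisons. None of the other alternatives set beforehand did for any of the 4. Of those chosen after seeing the values, DESeq2 without NA10hd replicate 4 came within 1.5 times of all 4 (67, 19, 16 and 32) and drops 16 of the 54 genes. The likelihood ratio test, also chosen after seeing the values, did for all (42) and for the last 2 (13 and 20) but not for those with the same direction (9), and drops 21 of the 54 genes.

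As shares, the paper gives under 20% of shared DEGs with the same direction, 28% higher in NA10hd and lower in NV and more than 50% lower in NA10hd and higher in NV. With 1 shared DEG, the quasi-likelihood test gave 0%, 0% and 100%. The first and last of these are bounds, which 0% and 100% meet, as do DESeq2's size factors, limma-voom, no fold threshold and the fits without an NV library, each with 1 shared DEG. The robust fit, chosen after seeing the values, does too and drops 53 of the 54 genes. All 3 groups in one fit meets the first, and DESeq2 meets neither. Read as values, DESeq2 (27.9%, 26.2% and 45.9%), all 3 groups in one fit (14.3%, 35.7% and 50%) and the fit without NA10hd replicate 4 (25%, 25% and 50%) came within 1.5 times of all 3 shares. The stricter filter (25%, 50% and 25%) did for the first only, and no filter on low counts (40%, 40% and 20%) for the second only. The fits with 1 shared DEG did not, and the others gave no shared DEGs. The 2 settings chosen after seeing the values came within 1.5 times of all 3 shares, with the same genes dropped as above. The genes of the paper's own Tables S1 and S2 have the same direction in 14 of 59 (23.7%) and opposite directions in 45 (76.3%), 17 (28.8%) and 28 (47.5%) of them in the 2 ways.

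The paper describes the 23 Cdk, Cdc, Mcm and Orc genes as lower in NA10hd and higher in NV. All 23 were lower in NA10hd, and 20 were higher in NV. Cdc16 (-0.06), Cdc23 (-0.08) and Orc4 (-0.17) were not, each within its standard error, and Orc3 was at 0.01. The paper describes Trim27 and Smarcc1 as higher in NV, which they were (0.33 and 0.44) without being DEGs by edgeR or DESeq2.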

Other observations

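The tests in this part chosen only after the result was seen are those with libraries matched for sex, the fit with the side of the second principal component, the tests on genes detected and missing after thinning, the test on mitochondrial genes and the splits for the Stat5 targets and for the cell cycle genes among the DEGs.

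Over the 35 splits of the libraries of each comparison, where the smallest share is 2.86% and no adjustment was made over the results read, chance could be excluded for the DEGs of NV (641 against at most 0 in another split by edgeR, and 1015 against at most 513 by DESeq2) and for those between NA10hd and NV (685 against at most 14). It could be excluded for the 238 DEGs of NA10hd by DESeq2 (at most 115 in another split) but not for the 1 DEG of NA10hd by edgeR. For the number of S phase and G2/M genes among the DEGs of NV (59 against at most 0), the splits add no separate test. No other split had any DEG by edgeR, so this count had to be 0 there. In NA10hd, with 1 such gene against 0, chance cannot be told apart because 1 gene is too few. The split that gave as many DEGs by edgeR, and the 115 by DESeq2, put control replicates 1 and 4 and NA10hd replicates 2 and 3 together, which are the libraries on the positive side of the second principal component (18.8% of the variance). With the side of this component as a term in the fit, edgeR called 17 DEGs of NA10hd (1863 genes at an unadjusted p under 0.05), and the medians of the S phase and G2/M genes were -0.56 and -0.82. These 4 libraries held Y-linked counts and 0 Xist counts, as did NA10hd replicate 1, which lay at -4.3 on this component, while all 6 libraries with Xist counts lay on its negative side. The component thus goes with the mix of sexes in part, and what else sets these libraries apart is not known. A split along this component cannot be told apart from chance because the component was taken from the same counts.

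The mix of Xist and Y-linked counts differed between the groups: 2 control and 3 NA10hd libraries held Y-linked counts alone (male), 2 control and 3 NV libraries both (mixed) and 1 NA10hd library Xist alone (female). Sex as the cause of the genotype differences was tested between libraries of the same mix. For NV, with 301 DEGs, sex cannot be told apart, since the share of each sex in the mixed libraries was not matched. Ddx3y was at 60.3 and 61.4 CPM in the mixed control libraries and 29.1 to 42.1 CPM in NV. Eif2s3y did not differ in this way (38.9 and 40.6 against 42.2 to 43.5 CPM), and Xist, Kdm5d and Uty overlapped. For NA10hd, where edgeR called 0 DEGs (624 genes at an unadjusted p under 0.05), sex cannot be told apart either, since all libraries together gave 1 DEG. Between 2 male and 2 mixed control libraries, 18 of 13198 genes were DEGs by edgeR (1508 at an unadjusted p under 0.05). The list of sex-specific genes had medians of -0.13 in NA10hd (2 of 4 lower; camera, adjusted p = 0.43) and -0.68 in NV (4 of 5 lower; adjusted p = 0.101).

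Fewer genes were detected in NA10hd than in control libraries. Thinned to one total, control libraries held 14978 to 15684 genes, NA10hd libraries 13722 to 14987 and NV libraries 15022 to 15488. After thinning, NA10hd libraries held 952 fewer genes than control on average (exact permutation p = 0.0571 over 70 groupings), where the difference of NA10hd minus control before it was -926 genes. Thinning took 26 more genes from NA10hd than from control libraries on average (standard error 154), far from the difference to be explained, which argues against depth as the cause. A lower share of expressed genes sampled in amplification from few molecules is a candidate explanation. Of the 2954 genes at 5 to 20 CPM in control, 79 had no counts in NA10hd replicate 4 after thinning and 19 to 26 in the other NA10hd libraries, against 0 to 1 in the control and 9 to 16 in the NV libraries. These genes were chosen on their level in control, so a change by the genotype stays open. The fold changes of NA10hd rose with GC content (Spearman correlation 0.334), those of NV hardly (0.049).

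All 17 tested mitochondrial genes were lower in NV than in control, 8 of them DEGs, with a median log2 fold change of -0.68. In NA10hd, 10 of the 17 were higher, with a median of 0.40. No explanation was tested.

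If sequence of another strain flanked the targeted Nras allele, DEGs of NV would gather near Nras. Within 10 Mb of Nras, 3.30% of 182 genes were DEGs of NV, against 4.78% elsewhere (Fisher's exact test, p = 0.481), which argues against this as a source of many DEGs. If the Vav-Cre allele or its flanking region, which both genotypes carry, had changed the 14 genes with one direction, they would lie close together. They lay on 9 chromosomes with 2 pairs within 5 Mb (Pi4kb with Pip5k1a and H2-DMa with H2-T23), where 10000 random sets gave a permutation p = 0.0846. Vav-Cre may act at a distance, so it cannot be told apart. Shared control libraries cannot be told apart either. DESeq2 called 0 genes with one direction in each of the 20 simulated pairs, against 17 in the data. The simulation holds modelled spread only and leaves out the error of the control mean, so it cannot decide this. DESeq2 also called 115 DEGs in a split of the real libraries that mixed NA10hd and control evenly.

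Of the remaining lists, the Stat5 targets had a median of 0.79 between NA10hd and NV (7 of 8 higher; camera, adjusted p = 0.000724). Over the splits, chance could be excluded there but not for either genotype against control. Of 12 stromal markers, 9 were under 1 CPM and 3 were tested, with a median of 0.53 in NA10hd (camera pointed downward, adjusted p = 0.96) and -1.53 in NV (adjusted p = 0.0947). Of 10 erythroid markers, 4 were tested, with medians of -1.24 in NA10hd (camera, adjusted p = 0.068; 0.235 under an estimated correlation between genes) and 0.70 in NV (adjusted p = 0.0434; 0.134). Of 12 myeloid markers, 2 were tested, with medians of 0.17 in NA10hd (adjusted p = 0.625) and -0.16 in NV (adjusted p = 0.691). Of the 13 gene IDs of 12 lymphoid markers, 12 were under 1 CPM, and too few were tested for a set.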
